# Inhibition of astroglial NF-kappaB enhances oligodendrogenesis following spinal cord injury

**DOI:** 10.1186/1742-2094-10-92

**Published:** 2013-07-23

**Authors:** Valerie Bracchi-Ricard, Kate L Lambertsen, Jerome Ricard, Lubov Nathanson, Shaffiat Karmally, Joshua Johnstone, Ditte G Ellman, Beata Frydel, Dana M McTigue, John R Bethea

**Keywords:** NF-kappaB, Spinal cord injury, Astrocyte, Oligodendrocyte, Microglia, CXCR4, TNFR2, Toll-like receptor

## Abstract

**Background:**

Astrocytes are taking the center stage in neurotrauma and neurological diseases as they appear to play a dominant role in the inflammatory processes associated with these conditions. Previously, we reported that inhibiting NF-κB activation in astrocytes, using a transgenic mouse model (GFAP-IκBα-dn mice), results in improved functional recovery, increased white matter preservation and axonal sparing following spinal cord injury (SCI). In the present study, we sought to determine whether this improvement, due to inhibiting NF-κB activation in astrocytes, could be the result of enhanced oligodendrogenesis in our transgenic mice.

**Methods:**

To assess oligodendrogenesis in GFAP-IκBα-dn compared to wild-type (WT) littermate mice following SCI, we used bromodeoxyuridine labeling along with cell-specific immuno-histochemistry, confocal microscopy and quantitative cell counts. To further gain insight into the underlying molecular mechanisms leading to increased white matter, we performed a microarray analysis in naïve and 3 days, 3 and 6 weeks following SCI in GFAP-IκBα-dn and WT littermate mice.

**Results:**

Inhibition of astroglial NF-κB in GFAP-IκBα-dn mice resulted in enhanced oligodendrogenesis 6 weeks following SCI and was associated with increased levels of myelin proteolipid protein compared to spinal cord injured WT mice. The microarray data showed a large number of differentially expressed genes involved in inflammatory and immune response between WT and transgenic mice. We did not find any difference in the number of microglia/leukocytes infiltrating the spinal cord but did find differences in their level of expression of toll-like receptor 4. We also found increased expression of the chemokine receptor CXCR4 on oligodendrocyte progenitor cells and mature oligodendrocytes in the transgenic mice. Finally TNF receptor 2 levels were significantly higher in the transgenic mice compared to WT following injury.

**Conclusions:**

These studies suggest that one of the beneficial roles of blocking NF-κB in astrocytes is to promote oligodendrogenesis through alteration of the inflammatory environment.

## Background

Spinal cord injury (SCI) is a devastating condition affecting millions of people worldwide. Following the initial trauma to the spinal cord, with loss of cells at the site of impact, a second phase injury occurs characterized in part by secretion of cytokines and chemokines produced at the lesion site leading to recruitment of peripheral leukocytes to the injury [1]. While an inflammatory response is necessary to clear debris at the site of injury it, if uncontrolled, leads to an enlargement of the initial lesion, with additional axonal damage, oligodendrocyte cell death and demyelination with concomitant increased loss of neurological function. The loss of oligodendrocytes, however, may be replaced by proliferating nerve/glial antigen 2^+^ (NG2) cells, also known as oligodendrocyte precursor cells (OPCs) [2]. These OPCs are able to migrate to the injury site and differentiate into mature myelinating oligodendrocytes if the environment is permissive [3]. The lack of effective remyelination is often due to the presence of oligodendrocyte differentiation inhibitors in the injury environment, which can originate from astrocytes, demyelinated axons or myelin debris [4,5]. Until recently, the contribution of astrocytes to demyelinating diseases was underestimated. However, our laboratory and others have now established a prominent role of astrocytes in vivo in the pathogenesis of experimental autoimmune encephalomyelitis (EAE) [6-8] and axonal degeneration [9] and in vitro an increasing number of astroglial-derived factors have been identified that modulate myelination processes [7,10,11].

One of the ways astrocytes respond to injury is by producing cytokines and chemokines, many of which are regulated by NF-κB. To study the role of astroglial NF-κB in the pathogenesis of SCI, we previously generated transgenic mice (GFAP-IκBα-dn) in which NF-κβ is specifically inactivated in astrocytes by overexpression of a truncated form of the inhibitor IκBα (IκBα-dn) under the control of the glial fibrillary acidic protein (GFAP) promoter [12]. In this previous study, we demonstrated that blocking NF-κB activation in astrocytes resulted in reduced expression of cytokines and chemokines such as CXCL10, CCL2 and transforming growth factor beta, and in a smaller lesion volume and increased white matter sparing along with a significant improvement in locomotor function following SCI. Further studies showed that inhibition of astroglial NF-κB promoted axonal sparing and sprouting of supraspinal and propriospinal axons, which are essential for locomotion [13]. In a brain injury model astroglial NF-κB was also found to play a central role in directing immune-glial interactions by regulating the expression of CCL2 through STAT2 [9]. One explanation for the observed larger volume of white matter in our transgenic mice could be a reduction in oligodendrocyte cell death or an increase in oligodendrogenesis. Here, we are addressing the role of astroglial NF-κB in regulating oligodendrogenesis in the chronically injured spinal cord.

## Methods

### Mice

Adult (3 to 4 months) female GFAP-IκBα-dn (IκBα-dn) transgenic mice were generated and characterized in our laboratory [12]. All animals, IκBα-dn and wild-type (WT) littermates (LM), were kept as a colony in a virus/antigen-free environment at the University of Miami Miller School of Medicine, Miami, FL, USA. IκBα-dn mice were obtained by breeding heterozygous IκBα-dn males with WT females. Mice were housed under diurnal lightning conditions and allowed free access to food and water.

### Induction of spinal cord injury

Surgeries were performed at the Animal and Surgical Core Facility of the Miami Project to Cure Paralysis according to protocols approved by the Institutional Animal Care and Use Committee of the University of Miami. Contusion injury was induced with the Infinite Horizon Device (Precision Systems and Instrumentation LLC, Kentucky, USA). Female IκBα-dn (21.5 ± 2.7 g) and WT LM (21.0 ± 2.8 g) mice were anesthetized intraperitoneally (i.p.) using a ketamine (100 mg/kg, VEDCO Inc., Saint Joseph, MO, USA)/xylazine (10 mg/kg, VEDCO) cocktail, and a laminectomy was performed at the vertebral level T9. The contusion device was lowered onto the spinal cord at a predetermined impact force of 50 kdynes (moderate injury) and the mice were injured by a rapid displacement of the impounder resulting in a spinal cord displacement of 400 to 500 μm. Immediately after surgery, mice were sutured and injected subcutaneously (s.c.) with 1 ml lactated Ringer’s Injection USP (B. Braun, L7502, Bethlehem, PA, USA) to prevent dehydration and housed separately in a recovery room, where their post-surgical health status was observed. Thereafter, mice were returned to the conventional animal facility, where they were observed bi-daily for activity level and general physical condition. Manual bladder expression was performed twice a day until bladder function was regained. In addition, mice received s.c. prophylactic injections of antibiotic gentamicin (40 mg/kg, Hospira Inc., Lake Forest, IL, USA) for 7 days following SCI to prevent urinary tract infections. Mice were allowed 3 days, 3, 6 or 7 weeks survival.

### Bromodeoxyuridine injections and tissue processing

Mice in the 7 weeks survival group were injected i.p. with bromodeoxyuridine (BrdU; 50 μg/g body weight; Sigma, St. Louis, MO, USA) once a day for 7 days starting at week 5 post-SCI and were allowed to survive for 1 more week. Then the mice, naïve, 3 days, 6 and 7 weeks survival, were deeply anesthetized and perfused through the left ventricle using ice cold 0.01 M PBS followed by ice cold 4% paraformaldehyde (PFA) in PBS. The spinal cords were post-fixed in 4% PFA followed by immersion in 25% sucrose in PBS overnight. Spinal cords were cut into 1-cm segments centered on the injury site and then embedded in optimal cutting temperature (OCT) compound (VWR International, Arlington Heights, IL, USA), frozen and cut into 10 series of 25 μm transverse cryostat sections. Sections were stored at -20°C until further use.

### Immunohistochemistry

Antibodies used for immunohistochemical staining were rat anti-mouse CD11b (1:600, AbDSerotec, Hercules, CA, USA, MCA711 clone 5C6) and rabbit anti-NG2 (1:500, Chemicon, Billerica, MA, USA, AB5320). Isotype control antibodies were rabbit immunoglobulin (Ig)G (1:20,000, DakoCytomation, Carpinteria, CA, USA, X0903) and rat IgG2_b_ (1:600, Biosite, Plymouth Meeting, PA, USA, IG-851125). Visualization of CD11b^+^ microglia-macrophages was performed using the three-step biotin-streptavidin-horseradish peroxidase technique described by Lambertsen and colleagues, 2001 [14]. Visualization of NG2^+^ OPCs was performed using peroxidase-labeled “ready-to-use” EnVision^+^ polymer (K4300, DakoCytomation) according to the manufacturer’s instructions on spinal cord sections demasked using 0.5% Pepsin (Sigma-Aldrich, P-7012) in HCl and H_2_O for 10 minutes at 37°C. Sections were counterstained using Hematoxylin Gills or Toluidine blue. Isotype controls were devoid of staining (not shown).

### Estimation of the total number of CD11b^+^ and NG2^+^ cells

Using an approximated stereological counting technique unaffected by shrinkage/tissue resorption [15], we estimated the total number of CD11b^+^ and NG2^+^ cells in the spinal cord of naïve IκBα-dn and WT mice and the total number of CD11b^+^ cells in IκBα-dn and WT mice that had survived 3 days and 6 weeks after SCI. Briefly, cells with a clearly identifiable H&E or Toluidine Blue stained nucleus in conjunction with a detectable immunohistochemical signal were counted on approximately 13 sections in naïve cords and at 3 days, and on 17 sections 6 weeks after injury separated by 250 μm from each animal, using a 100× objective and a 2,470 μm^2^ frame area stepping 150 μm/150 μm in the XY-position using the CAST Grid System from Olympus (Ballerup, Denmark). The total number (N) of cells in each animal was estimated using the formula: Estimate of N = ∑Q × (1/ssf) × (1/asf) × (1/tsf), where 1/tsf is the thickness sampling fraction (1/tsf = 1), 1/ssf the sampling section fraction (1/ssf = 10), and 1/asf the area sampling fraction (22,500/2,470) as previously described [16]. In naïve mice and for the time point of 3 days we, for consistency, analyzed a total of 3.25 mm long piece of mouse spinal cord, 1.625 mm on pre- and post-epicenter. For the time point of 6 weeks we analyzed a 4.25 mm long piece of mouse spinal cord, 2.125 mm on both sides of the epicenter.

### Estimation of the lesion and white matter volumes

The lesion volume and the white matter volume were estimated on Luxol Fast Blue serial sections counterstained with H&E using the Neurolucida software (MBF Bioscience, Williston, VT, USA) as previously described [12].

### Immunofluorescent staining

For BrdU immunofluorescent staining, cryostat sections were thawed at room temperature for 5 minutes, rinsed in 1X PBS, and processed for antigen retrieval using 2N HCl for 30 minutes at 37°C. The sections were then neutralized for 10 minutes in 0.1 M sodium borate (pH 8.5) and rinsed in 1X PBS. After blocking 30 minutes in 5% BSA/5% normal goat serum (NGS)/0.3% Triton X100/PBS, rat anti-BrdU antibody (1:200, Novus Biologicals, Littleton, CO, USA; diluted in 4% BSA/3% NGS/0.1% Triton X100/PBS) was applied to the sections in combination with either mouse anti-adenomatous polyposis coli (APC; clone CC1) antibody (1:500, Calbiochem, Billerica, MA, USA) or rabbit anti-NG2 antibody (1:500, Chemicon), and incubated overnight at 4°C. For triple immunostaining we used rat anti-BrdU (1:200, Novus Biologicals) and rabbit anti-Olig2 (1:500, Millipore, Billerica, MA, USA) with either mouse anti-NG2 (1:200, Millipore) or mouse anti-APC (1:500, Calbiochem). Following extensive rinses in 1X PBS, Alexa-conjugated secondary antibodies (1:500, Molecular Probe, Grand Island, NY, USA) were applied for 30 min at room temperature. Sections were finally rinsed and mounted with Vectashield (Vector Laboratories, Burlingame, CA, USA). To estimate the number of BrdU^+^/CC1^+^, BrdU^+^/NG2^+^, and total CC1^+^-cells following SCI, serial sections were counted using Zeiss Axiovert 200M fluorescent microscope (63X objective; Thornwood, NY, USA) and Stereo Investigator software (MicroBrightField, Williston, VT, USA) for unbiased stereological estimation of cell numbers. For each section a 50 × 50 μm counting frame and a 120 × 120 μm grid was used to count the cells at 250 μm intervals. A total number of 11 sections, centered on the lesion site, were counted. For the number of CC1^+^ cells in the naïve thoracic spinal cord, a total number of 5 sections were counted.

For CXCR4 immunostaining, thawed cryostat sections were fixed and permeabilized in ice-cold acetone for 10 minutes at −20°C, then rinsed in PBS and blocked for 1 hour in 10% NGS/PBS and 30 minutes in 5% BSA/PBS. Sections were then incubated overnight with rabbit anti-CXCR4 antibody (1:500, Abcam, Cambridge, MA, USA) diluted in 5% BSA/1% NGS/PBS in combination with either mouse anti-GFAP (1:500, BD Pharmingen, San Jose, CA, USA) or mouse anti-APC (1:500, Calbiochem) antibodies. Alexa-conjugated secondary antibodies (1:500, Molecular Probes) diluted in 5% BSA/1% NGS/PBS were applied to the rinsed sections for 30 minutes at room temperature. Then sections were rinsed and mounted with Vectashield with 4',6-diamidino-2-phenylindole (DAPI) (Vector Laboratories). For toll-like receptor 4 (TLR4; 1:50, Santa Cruz, Dallas, TX, USA) and TNF receptor 2 (TNFR2; 1:200, Santa Cruz), a similar protocol was used except that the sections were permeabilized and blocked in 5% BSA/5% NGS/0.3% Triton X100/PBS. Nuclei were visualized using a DAPI counterstain. Images were obtained with an Olympus FluoView 1000 confocal microscope.

### Total RNA isolation

Total RNA was isolated from spinal cord samples (1.5 cm centered on the lesion site) using TRIzol reagent (Invitrogen, Grand Island, NY, USA) according to the manufacturer’s directions. Precautions were taken to preserve RNA integrity during the isolation, including rapid dissection on ice with RNase-free dissecting tools followed by flash-freezing in liquid nitrogen of the spinal cord segment sample as previously described by Brambilla and colleagues [6]. RNA integrity was determined with the Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA).

### Microarray analysis and data processing

Microarray experiments were conducted at the University of Miami DNA and Microarray Core Facility (http://www.mihg.org/weblog/core_resources/2007/11/microarray-and-gene-expression.html) using Agilent Whole Mouse Genome Oligo microarrays (Agilent Technologies). Arrays were scanned at a 5 μm resolution using a GenePix 4000B scanner (Axon Instruments at Molecular Devices) and images analyzed with the software GenePix Pro 6.1 (Axon Instruments at Molecular Devices, LLC, Sunnyvale, CA, USA). Extracted data were transferred to the software Acuity 4.0 (Axon Instruments at Molecular Devices) for quality control. Features for further analysis were selected according to the following quality criteria: at least 90% of the pixels in the spot with intensity higher than background plus two standard deviations; less than 2% saturated pixels in the spot; signal to noise ratio (ratio of the background subtracted mean pixel intensity to standard deviation of background) 3 or above for each channel; spot diameter between 80 and 110 μm; regression coefficient of ratios of pixel intensity 0.6 or above. To identify significantly expressed genes the R software LIMMA (Bioconductor, open source software at http://www.bioconductor.org) [17] was used. “Within array” normalization was carried out with Lowess normalization and “between arrays” normalization with the “quantile” algorithm in the LIMMA package. Differential expression and false discovery rate (FDR) were assessed using a linear model and empirical Bayes moderated F statistics [18,19]. Genes with FDR below 1% were considered statistically significant. All primary microarray data were submitted to the public database at the GEO website (http://www.ncbi.nih.gov/geo; record number: GSE46695). Selected genes were classified according to Gene Ontology category “biological process” using Onto-Express [20]. Pathway analysis was performed with WebGestalt [21]. Hierachical clustering was performed using GeneSpring 10.0 (Agilent Technologies). All experiments were performed in three replicates/groups/time points.

### Quantitative real-time PCR

An aliquot of 2 μg of spinal cord RNA from each time point was reverse transcribed using the omniscript RT-PCR kit (Qiagen, Valencia, CA, USA) as previously described [6]. qPCR was performed with the Rotor-Gene 3000 Real Time Cycler (Corbett Research, Valencia, CA, USA) on cDNA samples with TAQurate GREEN Real-Time PCR MasterMix (Epicentre Biotechnologies, Madison, WI, USA) as previously described [6] for the following genes: CXCR4 (forward primer: TGT GAC CGC CTT TAC CCC GAT AGC, reverse primer: TTC TGG TGG CCC TTG GAG TGT GAC), TLR4 (forward primer: TGC CCC GCT TTC ACC TC, reverse primer: ACC AAC GGC TCT GAA TAA AGT GT), Lingo-1 (forward primer: GAC TGC CGG CTG CTG TGG GTG TT, reverse primer: CCG GCG GCA GGT GAA GTA GTT GG), Sox17 (forward primer: CGG CGC AAG CAG GTG AAG, reverse primer: GGC TCC GGG AAA GGC AGA C), CNPase (forward primer: AGA TGG TGT CCG CTG ATGCTT AC, reverse primer: CTC CCG CTC GTG GTT GGT), CD11b (forward primer: GCC CCA AGA AAG TAG CAA GGA GTG, reverse primer: TAC GTG AGC GGC CAG GGT CTA AAG) and ICAM1 (forward primer: TGA GCG AGA TCG GGG AGG ACA G, reverse primer: GTG GCA GCG CAG GGT GAG GT). Relative expression was calculated by comparison with a standard curve after normalization to β-actin [6].

### Western blotting

Spinal cords (1.5 cm centered on the injury site) were homogenized in 300 μl radio immunoprecipitation assay buffer (0.01 M sodium phosphate pH 7.2, 0.15 M NaCl, 1% NP40, 1% sodium deoxycholate, 0.1% SDS, 2 mM EDTA) supplemented with complete protease inhibitor cocktail (Roche, Indianapolis, IN, USA), incubated for 30 minutes at 4°C on an end-over-end rotator, and centrifuged at 4°C for 10 minutes at 14,000 rpm. The supernatant was then transferred to a fresh tube on ice and an aliquot was used for protein quantification using the *DC* Protein Assay (Biorad, Hercules, CA, USA). Equal amounts of proteins were resolved by SDS-PAGE on 10% or 15% gels, transferred to nitrocellulose membranes, and blocked in 5% nonfat milk in 0.1 M Tris buffered saline-triton (TBS-T) for 1 hour at room temperature. Membranes were probed with an antibody recognizing either proteolipid protein (PLP; mouse monoclonal, Millipore, 1:250), CXCR4 (rabbit polyclonal, Abcam, 1:500), Foxc2 (mouse monoclonal, Santa Cruz, 1:500), TLR4 (mouse monoclonal, Santa Cruz, 1:200), TNFR2 (rabbit polyclonal, Santa Cruz, 1:200), CXCR7 (rabbit polyclonal, GeneTex, Irvine, CA, USA, 1:1000) followed by horseradish peroxidase–conjugated secondary antibody (GE Healthcare, Little Chalfont, Buckinghamshire, UK, 1:2000). Proteins were visualized with a chemiluminescent kit (ECL; GE Healthcare). Blots were also probed for β-actin (mouse monoclonal, Santa Cruz, 1:500) as a loading control. The data were analyzed using Quantity One software (Biorad).

### Data analysis

One-way or two-way analysis of variance (ANOVA) followed by the appropriate *post hoc* test and Student’s *t*-test (one-tailed and two-tailed). Statistical analyses were performed using Prism 4.0b software for Macintosh, GraphPad Software, San Diego, CA, USA, http://www.graphpad.com. Data are presented as mean ± SEM. Statistical significance was established for *P* < 0.05.

## Results

### Oligodendrogenesis is increased following spinal cord injury in mice lacking functional NF-κB signaling in astrocytes

Based on our previous findings of a reduced lesion volume, increased white matter preservation and associated improvements in locomotor function 8 weeks following moderate contusion to the thoracic spinal cord in mice lacking astroglial NF-κB [12], we wanted to investigate the possibility that the observed increase in white matter is due, in part, to enhanced oligodendrogenesis. Since our GFAP-IκBα-dn mice were generated 7 years ago and may have been affected by genetic drift over time, we decided to confirm by RT-PCR that the transgene (IκBα-dn) was indeed still expressed in the spinal cord of our transgenic mice (Figure 1A). We also confirmed that, 6 weeks following SCI, GFAP-IκBα-dn mice displayed a significantly smaller lesion volume, associated with a significantly larger white matter volume (Figure 1B-D). This was also reflected by a significant improvement of locomotor performance in the open field test, scored by the basso mouse scale [22] (IκBα-dn: 5.4 vs WT: 4.1, *P* < 0.05). Next, we investigated whether there were any abnormalities in the morphology of the spinal cord and in the total number of OPCs and mature oligodendrocytes, due to expression of the IκBα-dn transgene in astrocytes. In order to do so, total numbers of NG2^+^ OPCs (Figure 1E, upper panel) and CC1^+^ oligodendrocytes (Figure 1E, lower panel) were estimated in spinal cord sections from naïve WT and IκBα-dn mice. We found that the spinal cords from naïve WT and IκBα-dn mice appeared morphologically identical [12] and displayed similar numbers of NG2^+^ OPCs (WT: 2,479 ± 181; IκBα-dn: 3,397 ± 683, *P* = 0.23) and CC1^+^ oligodendrocytes (WT: 59,190 ± 2,086; IκBα-dn: 61,540 ± 2,447, *P* = 0.504) (Figure 1E).

**Figure 1:**
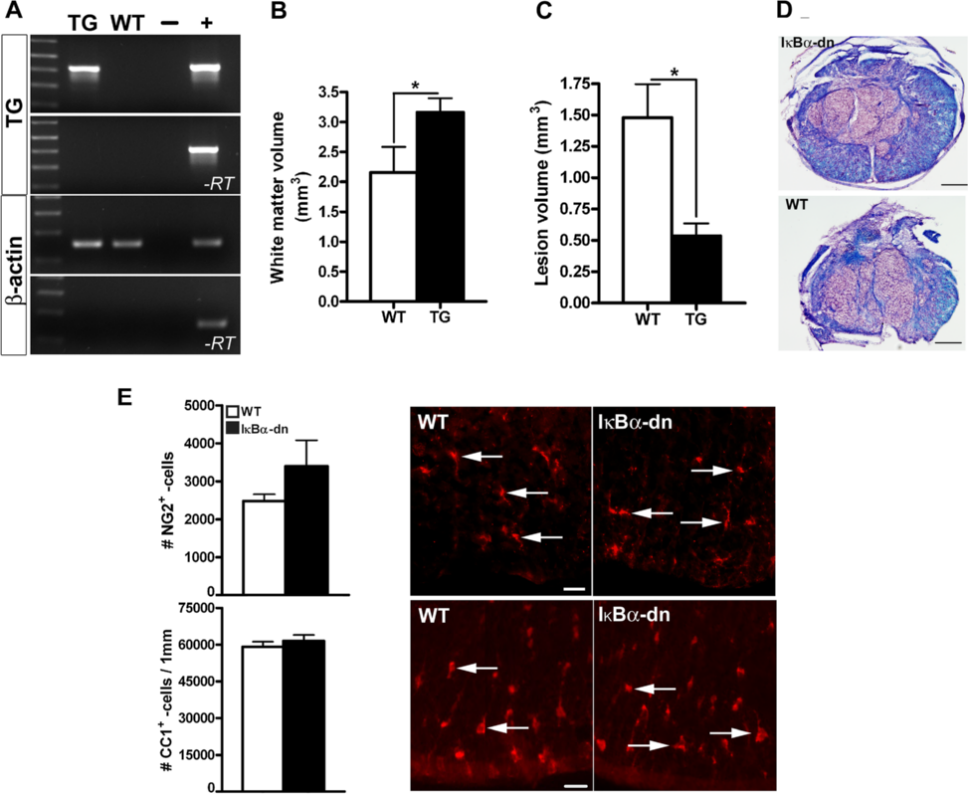
**Inhibition of astroglial NF-κB does not affect the number of oligodendrocyte precursor cells and mature oligodendrocytes in the naïve, murine adult spinal cord. (A)** IκBα-dn transgene (TG) verification in GFAP-IκBα-dn (TG) mice. Total RNA was isolated from the spinal cord and RT-PCR performed with primers to the TG or β-actin as control. Controls for genomic DNA contamination, where the reverse transcriptase is omitted (−*RT*) were included as well as negative (−, water) and positive (+, genomic DNA) controls for the PCR reaction. **(B)** Estimation of white matter volume 6 weeks post-injury was performed on Luxol Fast Blue sections counterstained with H&E and showed increased white matter volume in IκBα-dn TG mice compared to wild-type (WT) mice. **(C)** Estimation of the lesion volume showed significantly decreased mean lesion volume in IκBα-dn TG mice compared to WT mice. **(D)** Representative Luxol-stained sections from GFAP-IκBα-dn and WT littermates. Scale bar = 350 μm. **(E)** Estimation of the total number of oligodendrocyte precursor cells (OPCs) using the nerve/glial antigen 2 (NG2) marker and the total number of mature oligodendrocytes using the adenomatous polyposis coli marker (CC1) showed similar numbers of OPCs and mature oligodendrocytes in naïve IκBα-dn TG and WT mice. Immunohistochemistry using the NG2 antibody showed that NG2^+^ OPCs were distributed evenly throughout the white matter in both WT and IκBα-dn mice. Representative immunohistochemistry using the CC1 antibody showed that CC1^+^ oligodendrocytes were distributed evenly throughout the white matter in both WT (left) and IκBα-dn (right) mice. Scale bar = 20 μm. N = 4 to 5 animals per group, Student’s *t*- test (one/two-tailed).

In order to investigate changes in oligodendrogenesis following SCI, we administered BrdU daily for 7 days starting the fifth week following injury and sacrificed the mice 2 weeks later (7 weeks post-SCI) so that the BrdU-labeled OPCs had time to differentiate into mature oligodendrocytes [2] (Figure 2A). To investigate changes in numbers of newly formed OPCs and newly formed mature oligodendrocytes, we performed double immunostaining for BrdU, and NG2 or CC1, respectively, and estimated the total number of BrdU^+^NG2^+^ and BrdU^+^CC1^+^ cells in 2-mm long spinal cord segments 7 weeks after SCI. We found no significant difference in the number of BrdU^+^NG2^+^ cells between IκBα-dn mice (11,140 ± 503) and WT mice (10,640 ± 679) (*P* = 0.57) (Figure 2B,C). However, we did find a significant increase in the number of BrdU^+^CC1^+^ cells in the injured spinal cord of IκBα-dn mice (20,550 ± 3,043) compared to that of WT mice (11,400 ± 1,062) (Figure 2D, *P* < 0.05) suggesting that blocking astroglial NF-κB promotes oligodendrogenesis. Furthermore, when looking at the distribution of the BrdU^+^CC1^+^ cells rostrally and caudally from the epicenter, we found significantly more BrdU^+^CC1^+^ cells around the epicenter in the IκBα-dn mice compared to WT mice, suggesting that the microenvironment within or near the lesion core, in the IκBα-dn mice, is more permissive for differentiation of OPCs into mature oligodendrocytes (Figure 2E). Triple immunofluorescence staining confirmed that BrdU^+^NG2^+^ and BrdU^+^CC1^+^ cells colocalized with Olig2^+^ cells, another marker for OPCs and mature oligodendrocytes [23] (Figure 2F). To further confirm increased oligodendrogenesis in the IκBα-dn mice, we estimated the total number of mature CC1^+^ oligodendrocytes in 2-mm long spinal cord segments 7 weeks after SCI. Supporting our finding of increasing numbers of mature BrdU^+^CC1^+^ oligodendrocytes in IκBα-dn mice (Figure 2D), we found significantly more CC1^+^ cells (*P* = 0.04) in the injured spinal cord of IκBα-dn mice (155,800 ± 13,490) compared to injured WT spinal cord (104,300 ± 6,356) 7 weeks after SCI (Figure 2G, left). These data were furthermore supported by findings of significantly increased PLP protein levels in the spinal cords of IκBα-dn mice 6 weeks after injury compared to injured WT mice (Figure 2G, right), which further points to an increased oligodendrogenesis after SCI in IκBα-dn mice. Collectively, these data demonstrate that inhibiting astroglial NF-κB enhances oligodendrogenesis following SCI.

**Figure 2:**
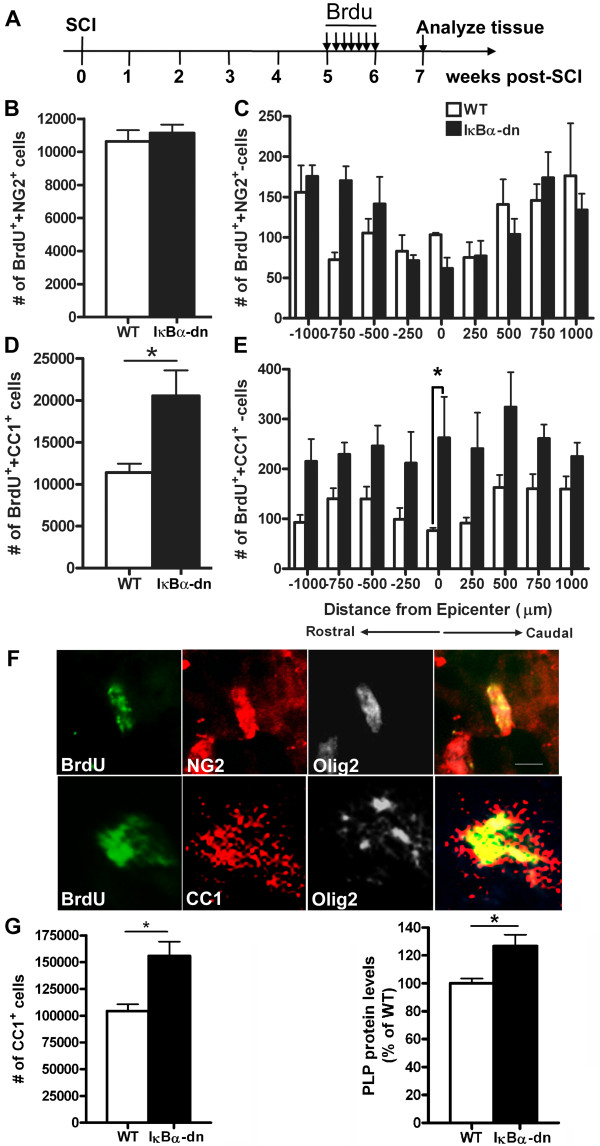
**Oligodendrogenesis is increased in IκBα-dn mice lacking functional NF-κB signaling in astrocytes. (A)** Mice were subjected to moderate spinal cord contusion at T9 and received bromodeoxyuridine (BrdU) injections once a day for 1 week starting 5 weeks post-injury. Spinal cord tissue (in total 2 mm centered on injury) was analyzed 7 weeks post-spinal cord injury (SCI). **(B**, **C)** The total estimated number of BrdU^+^NG2^+^ cells using Stereo Investigator software in a 2-mm segment of spinal cord centered on the site of injury was similar between wild-type (WT) and IκBα-dn mice **(B)** with a similar distribution over the injured spinal cord **(C)**. **(D**, **E)** In contrast, the total estimated number of BrdU^+^CC1^+^ cells was significantly increased in IκBα-dn mice (**D**, *P < 0.05, Student’s *t-*test) with a higher number of newly formed oligodendrocytes around the epicenter compared to those in WT mice (**E**, two-way analysis of variance; *P<0.05 Bonferroni post-test). **(F)** Representative pictures of BrdU^+^NG2^+^ and Brdu^+^CC1^+^ cells showing co-labeling with the oligodendroglial lineage marker Olig2. **(G**, left**)** At this time point, the total number of mature oligodendrocyte (CC1^+^ cells) in the injured spinal cord of IκBα-dn mice was also significantly (*P < 0.05, Student’s *t-*test) higher than in WT mice. **(G**, right**)** Western blot quantification on mice with 6 weeks survival also showed a significant increase in the myelin protein PLP in IκBα-dn mice compared to WT mice (*P < 0.05, Student’s *t-*test) supporting increased oligodendrogenesis in IκBα-dn mice already at 6 weeks post-SCI. N = 4 animals per group. NG2, nerve/glial antigen 2.

### Microarray analysis of the spinal cord from wild-type and IκBα-dn mice following spinal cord injury

To elucidate the molecular mechanisms leading to the observed increased oligodendrogenesis, we compared gene expression profiles using Whole Mouse Genome microarrays, which included 41,000 genes and transcripts from naïve and injured WT and IκBα-dn mice. 

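RNA from a segment of spinal cord centred on the lesion was measured on 2-colour arrays in WT mice and in IκBα-dn mice, whose astrocytes express a dominant-negative inhibitor of NF-κB. The 8 groups, naive and 3 days, 3 weeks and 6 weeks after contusion in each genotype, held 3 mice each, and every array set 1 mouse, labelled with Cy5, against another, labelled with Cy3. Of 22 arrays, 10 compared IκBα-dn with WT mice of the same time point (3 naive, 2 at 3 days, 2 at 3 weeks and 3 at 6 weeks) and 11 compared time points within a genotype (5 WT, 6 IκBα-dn). The remaining array was left out because its labels give both 3 days and 3 weeks for 1 of its mice, so that WT mice at 3 weeks numbered 2. According to the methods, the authors filtered the spots and normalized the ratios, with lowess within arrays and the quantile algorithm between arrays. Their values are log2 ratios of 43379 probes with no value missing, so they do not show which spots the filter removed. Each array has a mean of 0, and the array medians ran from −0.08 to 0.05. The ratios were taken as Cy5 over Cy3. This direction was checked on the arrays that set 3 days against naive, where 25 of 25 genes of microglia and macrophages were higher after injury in both genotypes (median log2 ratio 1.45 in WT and 1.04 in IκBα-dn mice). A linear model in limma then gave each group difference from all 21 arrays, with 1 term for dye and a correlation between arrays that share a mouse, and p-values were adjusted by the Benjamini-Hochberg method over all probes. A dye effect passed an adjusted p under 0.05 at 58.6% of the probes. Log ratios of genes and gene lists given for single arrays, those of the direction check included, have the dye effect fitted on all 21 arrays taken out. Where a gene has several probes, the one with the lowest number stands for it unless stated otherwise. Spot intensities were not used here, and the number of mice limits the precision.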

The experiments were performed using three biological replicates per group using naïve animals as well as three different survival times - 3 days, 3 and 6 weeks post-SCI. We concentrated on genes with a fold-change greater than 2.0 and a FDR <0.1%. 

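At 6 weeks after contusion, 8539 probes, among them probes of 5540 named genes, differed between IκBα-dn and WT spinal cords at an adjusted p under 0.05 from limma (n = 3 mice per genotype), of which 3358 were higher and 5181 lower in IκBα-dn mice. The largest increases included Thbd, which encodes thrombomodulin of the vessel wall (log2 fold change 2.44, SE 0.55, adjusted p = 0.00493), and Mmp3, a metalloproteinase that degrades extracellular matrix (2.37, SE 0.46, adjusted p = 0.00181). Esm1, a proteoglycan secreted by endothelial cells, was also among them (2.16, SE 0.49, adjusted p = 0.00513). The largest decreases included Slc6a5, the glycine transporter of inhibitory neurons (−1.96, SE 0.20, adjusted p = 9.1e-06), the serotonin receptor Htr2c (−1.88, SE 0.16, and −0.81 as the mean of its probes) and Cadps, which primes vesicles for release (−1.84, SE 0.14). Among the 10 genes with the largest increase and the same sign on the 3 arrays that hold both genotypes, values ran from 1.97 for Lox, an enzyme that cross-links collagen, to 2.69 for Prm1, a protamine of sperm chromatin, and the calls of Prm1, Thbd and Lox were lost in 4, 4 and 7 of 19 alternatives. Among the 10 with the largest decrease they ran from −1.83 for Nxph1, a ligand of neurexins, to −2.04 for Rragb, a GTPase of amino acid sensing. At a fold over 2 with an FDR under 0.1%, 548 probes passed, 72 higher and 476 lower, among them probes of 406 named genes. In naive mice, at 3 days and at 3 weeks, limma called 0 probes at either threshold. An unadjusted p under 0.05 was reached by 1162 probes in naive mice, 2949 at 3 days, 941 at 3 weeks and 13576 at 6 weeks, where chance gives 2169. With a moderated F statistic over the 8 groups, chosen after seeing the data, 1, 37, 1 and 535 probes had an FDR under 0.1% and a genotype fold over 2 in naive mice, at 3 days, 3 weeks and 6 weeks. The median SE of a probe was 0.15 in naive mice, 0.17 at 3 days, 0.18 at 3 weeks and 0.16 at 6 weeks, with 1 variance per probe for all times. On simulated data 75.2% of changes of 2-fold and 30% of changes of 1.5-fold at 6 weeks were called at an adjusted p under 0.05. The count of 548 was 155 without WT mouse 2, 191 without WT mouse 1 and 213 without IκBα-dn mouse 2. It was 320 with no dye term, 321 with a dye term per slide, 296 with arrays scaled to one spread, 0 from a fit of only the 10 arrays that hold both genotypes at 1 time and 5 without the 3 of them at 6 weeks. The count of 8539 was 4051 without WT mouse 2, 4413 without WT mouse 1, 5293 without IκBα-dn mouse 2 and 5412 without IκBα-dn mouse 3. It was 5066 with no dye term, 6397 from the fit of only those 10 arrays and 803 without the 3 of them at 6 weeks. The fit without these 3 also lacks WT mouse 3 of 6 weeks, which is on no other array fitted.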

We identified 66 differentially expressed genes between naïve mice, 35 genes were differentially expressed 3 days after SCI, 108 genes were differentially expressed at 3 weeks and at 6 weeks 994 genes were found to be differentially expressed (Table 1). Significant changes were especially present 6 weeks after SCI in genes involved in inflammatory/immune responses, chemotaxis, motor axon guidance, axonal growth, cell death, signal transduction, and so on, all processes that may influence functional recovery. 

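At 6 weeks, some genes of chemotaxis and of cell death were higher in IκBα-dn than in WT spinal cords, though neither group passed as a set with an estimated correlation between genes, while genes of axon guidance and axonal growth moved in both directions (gene lists fixed before the data were examined, n = 3 mice per genotype). Over all 43379 probes, 8539 were called, 3358 higher and 5181 lower, so a count of calls alone does not set a list apart. Of 52 chemokine and chemokine receptor genes measured, 8 were higher and none was lower (8 higher when adjusted over the list alone), among them Ppbp, a chemokine of platelets (log2 fold change 1.36, SE 0.26), Cxcl9, a T cell attractant induced by interferon gamma (1.18, SE 0.27, call lost in 3 of 19 alternatives), and the lymphocyte attractant Xcl1 (0.67, SE 0.13). The list had a median of 0.42 and rose against all other genes in limma's camera test at a preset correlation (adjusted p = 0.000203), but not with an estimated one (adjusted p = 0.404 with an estimated correlation). Of 32 cell death genes, 11 were higher and none was lower (12 higher and 2 lower when adjusted over the list alone), including the promoter of apoptosis Bbc3 (0.69, SE 0.14), its inhibitor Bcl2 (0.57, SE 0.11), and the caspases Casp9 (0.36, SE 0.08) and Casp12 (1.29, SE 0.30, lost in 3 of 19). Their median was 0.36 (camera adjusted p = 0.00123, and adjusted p = 0.404 with an estimated correlation). Of 63 axon guidance genes, 7 were higher and 6 lower (7 and 6 when adjusted over the list alone), with the semaphorins Sema3d (1.27, SE 0.15) and Sema3b (0.68, SE 0.13) and the ephrin receptor Ephb1 (0.45, SE 0.10) higher and the repellent Slit1 lower (−0.71, SE 0.12). Of 29 genes of axonal growth inhibition and regeneration, 2 were higher and 9 lower (3 and 9 when adjusted over the list alone). Klf4, which restrains axon growth, was higher (1.13, SE 0.16), and Klf9 (−0.91, SE 0.15) and the growth factor Bdnf (−0.72, SE 0.13) were lower. Neither list moved as a set (camera adjusted p = 0.532 for each), and the second had a median of 0.05 and a mean of −0.02. Of 20 genes of T and B lymphocytes, 4 were higher and none was lower (4 higher when adjusted over the list alone), such as Cd79b of the B cell receptor (0.62, SE 0.16, lost in 4 of 19) and Cd3d of the T cell receptor (0.53, SE 0.14, lost in 3). Their median was 0.25 (camera adjusted p = 0.0241, and adjusted p = 0.404 with an estimated correlation). Of 20 antigen presentation genes, 3 were higher and none was lower (3 higher when adjusted over the list alone), including the costimulator Cd86 (0.52, SE 0.13, lost in 5 of 19) and H2-DMb1, which loads class II molecules (0.82, SE 0.23, lost in 6). Their median was 0.38 (camera adjusted p = 0.00250, and adjusted p = 0.446 with an estimated correlation).
Markers of other cell types moved with these groups. Of 28 neuron genes, none was higher and 12 were lower (12 lower when adjusted over the list alone), among them the vesicular glutamate transporter Slc17a6 (−1.12, SE 0.11) and the glycine receptor Glra1 (−1.04, SE 0.13). Their median of −0.41 had a camera adjusted p of 3.0e-06, and adjusted p = 0.0430 with an estimated correlation. The medians on the 3 arrays that hold both genotypes were −0.31, −0.64 and −0.60 for IκBα-dn mice 1, 2 and 3. Of 10 groupings of the mice of 6 weeks, 2 had a median as low, the real one included. Of 26 endothelial and pericyte genes, 12 were higher and none was lower (14 higher when adjusted over the list alone), such as the pericyte receptor Pdgfrb (1.16, SE 0.19) and endoglin, Eng (0.79, SE 0.13). Their median was 0.44 (camera adjusted p = 1.8e-05, and adjusted p = 0.404 with an estimated correlation), and 0.70, 0.58 and 0.32 on the same arrays. Of 26 genes of meningeal fibroblasts and matrix, 10 were higher and none was lower (15 higher when adjusted over the list alone), such as the matrix proteins Fbln1 (1.42, SE 0.19) and Postn (1.38, SE 0.22) and the collagen Col5a1 (1.38, SE 0.28, and 0.75 as the mean of its probes). Their median of 0.62 had a camera adjusted p of 4.1e-06, and adjusted p = 0.404 with an estimated correlation. It was 1.27, 1.19 and −0.16 on the 3 arrays, so that the array of IκBα-dn mouse 3 and WT mouse 1 differs from the others. These values cannot tell which of the 2 mice stands apart. Without IκBα-dn mouse 3 the median of this list was 1.13. Of 10 groupings of the mice, the real one included, 4 had a median of this list as far from 0. The lymphocyte list was not past the camera threshold without IκBα-dn mouse 2 (adjusted p = 0.178), without WT mouse 2 (adjusted p = 0.0573), with the array of conflicting labels read as 3 weeks (adjusted p = 0.0524), or without the 3 arrays (adjusted p = 0.416), which also left no chemokine gene called. Without those arrays Ppbp had 0.67, Slit1 −0.22, Sema3b 0.38 and Bbc3 1.11. The paper names functional groups of the genes changed at 6 weeks and states that such processes may affect functional recovery.

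**Figure D1:**
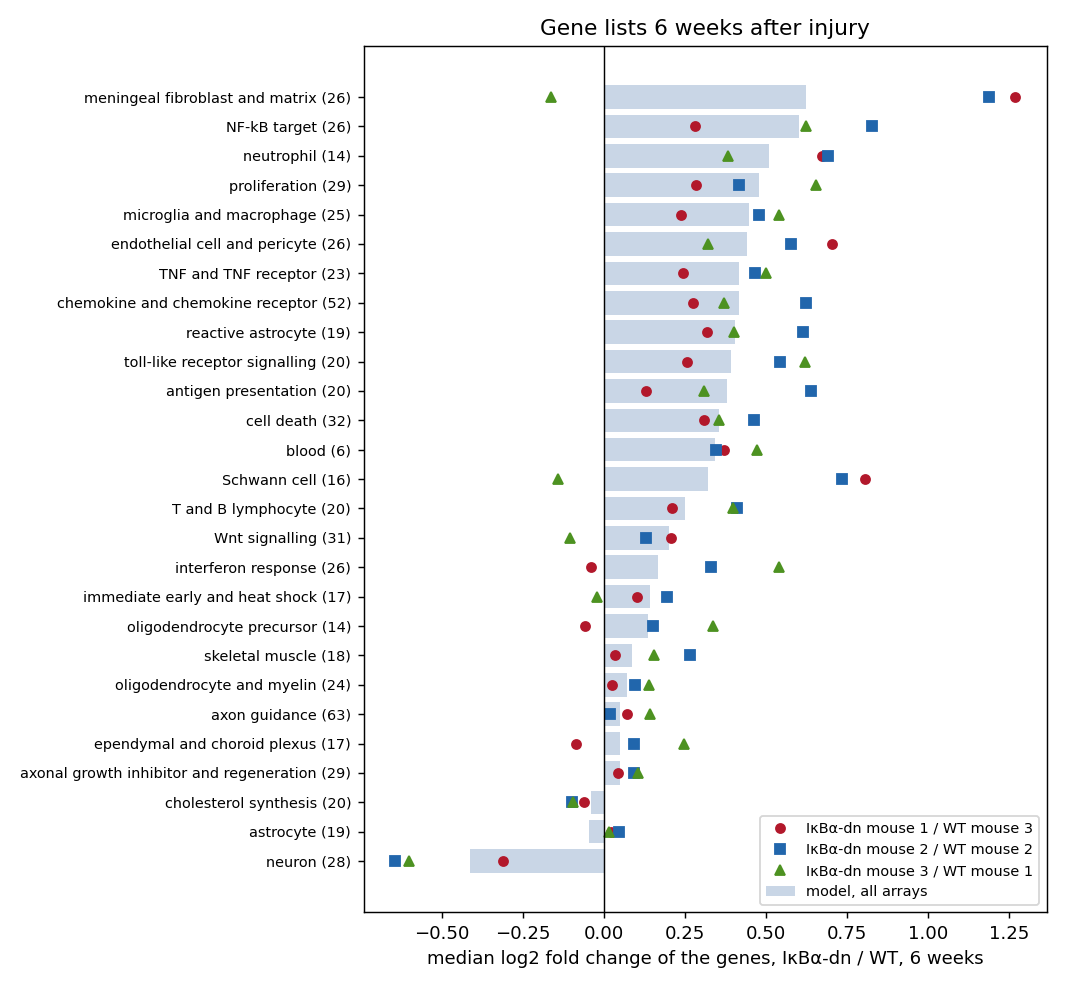
Median log2 fold change of each gene list in IκBα-dn against WT spinal cords at 6 weeks (number of genes measured in brackets). Bars give the linear model over all arrays and points the 3 arrays that hold both genotypes, with the fitted dye effect taken out. The neuron list has the lowest median (−0.41), and the meningeal list spreads from −0.16 to 1.27 over the 3 arrays.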

For a functional classification of a subset of transcripts 6 weeks after SCI please refer to Table 2 and The National Center for Biotechnology Information Gene Expression Omnibus GSE46695 for a list of all transcripts. 

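Of the genes in Table 2, which the study selected on these samples, Cxcl12, Tcf7l2, Tlr4 and Cd200r1 were higher and Lingo1 was lower in IκBα-dn than in WT spinal cords at 6 weeks (n = 3 mice per genotype, adjusted p from limma). Cxcl12, the ligand of Cxcr4, had a log2 fold change of 1.04 (SE 0.17, adjusted p = 0.000449), with 1.25, 1.07 and 0.82 on the 3 arrays that hold both genotypes. One feature of Cxcr4 gave 0.41 (SE 0.19, adjusted p = 0.157) and its other feature 1.06 (SE 0.22, adjusted p = 0.00275). Lingo1, which inhibits oligodendrocyte differentiation and axon growth, was decreased by 1.00 (SE 0.16, adjusted p = 0.000389) and −0.84, −1.07 and −0.97 on the 3 arrays. It was taken by its symbol, since the accession printed beside it in the table is that of Icam1. Neuron genes were lower in the same samples (list median −0.41, 12 of 28 called). Whether Lingo1 fell apart from them was not tested. The entry Tcf4 carries the accession of Tcf7l2, a Wnt effector of oligodendrocyte differentiation once named Tcf4, which had 0.70 (SE 0.11, adjusted p = 0.000286) and from 0.21 to 1.21 over 3 features, 2 of them called. The gene now named Tcf4 had −0.17 (SE 0.25, adjusted p = 0.695), and 2 of its 3 probes were called higher. The entry for Itga1, given there as CD11b, carries the accession of Itga11, a collagen-binding integrin, which had 0.79 (SE 0.18, adjusted p = 0.00620) and 0.95, 1.29 and 0.11 on the 3 arrays, with the call lost in 5 of 19 alternatives. Tlr4, a receptor of innate immunity, had 1.02 (SE 0.27, adjusted p = 0.0135), between 0.90 and 1.14 over the 10 features of its accession, which were all called, and −0.36 on 1 further probe that was not called. Its call was lost in 5 of 19 alternatives. Cd200r1, an inhibitory receptor of myeloid cells, had 1.14 (SE 0.30, adjusted p = 0.0123, lost in 8 of 19). Mki67, a marker of dividing cells, had 1.00 (SE 0.34, adjusted p = 0.0483, lost in 12 of 19, without any 1 of the 6 mice among them). Sox17, a transcription factor of the endothelium and of oligodendrocyte development, had 0.18 (SE 0.27, adjusted p = 0.723), and from 0.18 to 0.92 over 3 features, 1 of them called. A further probe of Sox17 had −0.26 and was not called. The value of 0.18 ran from −1.09 to 0.46 over 19 alternatives, none of which called it. Foxc2, a transcription factor of mesenchymal cells, had 1.71 (SE 0.69, adjusted p = 0.0987), with 3.34, 3.01 and −0.74 on the arrays of IκBα-dn mice 1, 2 and 3. Its value ran from 0.96 to 2.78 over 19 alternatives, and 2 of them called it. Pmp2, a myelin protein of Schwann cells, had 0.79 (SE 0.36, adjusted p = 0.137), with 1.87, 1.29 and −0.28 on these arrays. It ran from 0.11 to 1.33 over the alternatives and was also called in 2 of 19. Of 16 Schwann cell genes, which include Pmp2, 3 were higher and none was lower (3 higher when adjusted over the list alone), such as Gfra3, a receptor of immature Schwann cells (0.73, SE 0.23, lost in 9 of 19). Their median was 0.32 (camera adjusted p = 0.0171, and adjusted p = 0.446 with an estimated correlation), with 0.81, 0.73 and −0.14 on the same arrays. That set call was lost without IκBα-dn mouse 1 (adjusted p = 0.331), IκBα-dn mouse 2 (0.143), WT mouse 3 (0.221) or the 3 arrays (0.0642). Of 31 genes of Wnt signalling, which include Tcf7l2, 6 were higher and 1, Wnt5a (−0.79, SE 0.16), was lower (7 and 1 when adjusted over the list alone). The antagonist Dkk2 (1.02, SE 0.21) was among those higher. The median was 0.20 and the list did not pass as a set (camera adjusted p = 0.113). Without the 3 arrays Dkk2 had 0.48, Wnt5a −0.37 and Tcf7l2 1.04.

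**Figure D2:**
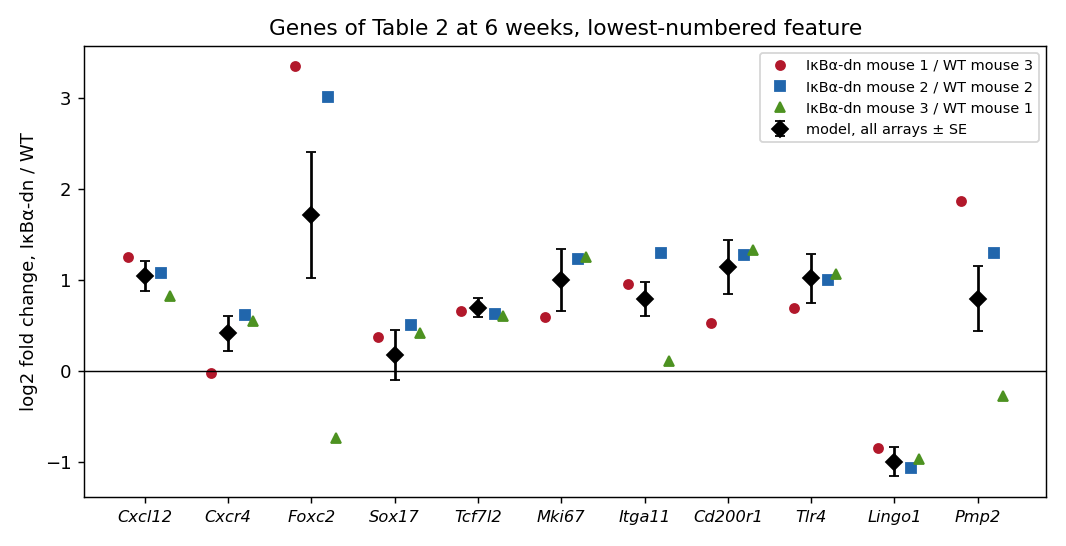
Log2 fold change of the 11 genes of Table 2 in IκBα-dn against WT spinal cords at 6 weeks. Diamonds give the linear model over all arrays with its SE. The other points give the 3 arrays that hold both genotypes, with the fitted dye effect taken out. Foxc2 (−0.74) and Pmp2 (−0.28) lie below 0 on the array of IκBα-dn mouse 3.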

Relative transcript enrichment detected by microarrays was confirmed by qPCR for eight genes (Ki67, Sox17, CD11b, TLR4, CXCR4, Lingo-1, ICAM1 and CNPase) selected from the 6 weeks gene groups (Figure 3A-H).

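Of the 8 genes chosen for qPCR, Icam1 and Itgam were also higher in IκBα-dn spinal cords on the arrays at 6 weeks, and Cnp differed by no more than its error (n = 3 mice per genotype, adjusted p from limma). Icam1, an adhesion molecule for leukocytes, had a log2 fold change of 1.06 (SE 0.33, adjusted p = 0.0312), and 7 of its 11 probes were called. Its call was lost in 7 of 19 alternatives, without any 1 of the 6 mice among them. Itgam, which encodes CD11b of microglia and other myeloid cells, had 0.49 (SE 0.16, adjusted p = 0.0386), a call lost in 11 of 19 alternatives, and 0.81 without the 3 arrays that hold both genotypes. Cnp, the myelin enzyme CNPase, had 0.02 (SE 0.12, adjusted p = 0.939) and 0.08, 0.43 and −0.42 on the arrays that hold both genotypes. None of the 8 genes passed the test in naive mice, at 3 days or at 3 weeks. At 3 days the differences were 0.64 for Mki67 (SE 0.38), 0.60 for Tlr4 (SE 0.30), 0.53 for Icam1 (SE 0.36) and 0.35 for Itgam (SE 0.18), and at 3 weeks they were −0.27, −0.14, −0.33 and −0.17. Lingo1 had −0.06 in naive mice, −0.02 at 3 days and −0.04 at 3 weeks, and its genotype difference changed from naive to 6 weeks by −0.94 (SE 0.22, adjusted p = 0.0123). Mki67 rose from naive to 3 days in WT (2.20, SE 0.39, adjusted p = 0.0239) and in IκBα-dn mice (2.81, SE 0.40, adjusted p = 0.000695), but 0 probes were called in this comparison of WT mice without WT mouse 1 of 3 days or without naive WT mouse 1. At 6 weeks it stood 1.32 above naive in IκBα-dn mice (SE 0.39, adjusted p = 0.0196) and 0.35 in WT mice (SE 0.41, adjusted p = 0.860), and the test of the difference between these responses gave 0.97 (SE 0.46, adjusted p = 0.233). Of 29 proliferation genes, 3 were higher at 6 weeks in IκBα-dn than in WT mice and none was lower (0 when adjusted over the list alone), Mki67 and the replication helicase subunits Mcm6 (0.73, SE 0.23) and Mcm2 (0.52, SE 0.17), whose calls were each lost in 7 of 19 alternatives (Mcm2 had 0.85 without those 3 arrays). Their median was 0.48 (camera adjusted p = 0.000466, and adjusted p = 0.497 with an estimated correlation).

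**Figure D3:**
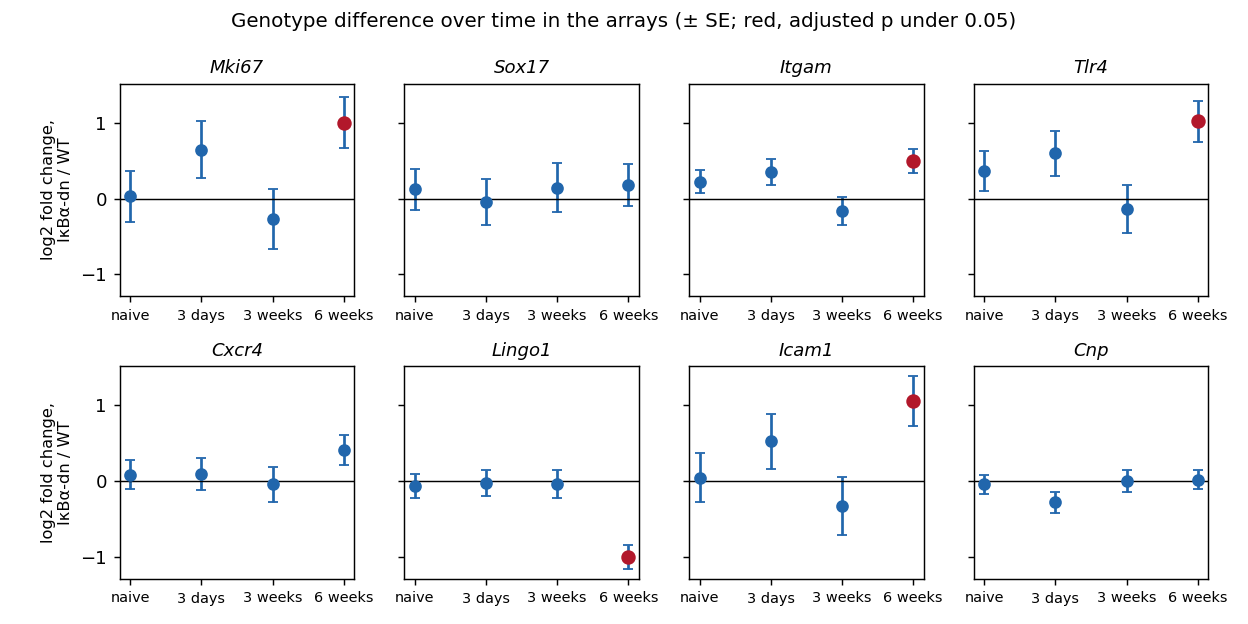
Log2 fold change of 8 genes in IκBα-dn against WT spinal cords in naive mice and at 3 days, 3 weeks and 6 weeks, from the linear model with its SE. Red points have an adjusted p under 0.05. Lingo1 stays between −0.06 and −0.02 until 3 weeks, and Cnp has 0.02 at 6 weeks.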

**Table 1:** Microarray data summary

**Time post-SCI**	**Total number of differentially expressed genes**	**Genes under expressed in GFAP-IκBα-dn mice**	**Genes over expressed in GFAP-IκBα-dn mice**
**Naive**	66	15 (22.7%)	51 (77.3%)
**3 days**	35	3 (8.6%)	32 (91.4%)
**3 weeks**	108	69 (63.9%)	39 (36.1%)
**6 weeks**	994	596 (60.0%)	398 (40.0%)

Number of differentially expressed genes between wild-type and GFAP-IκBα-dn mice at various time points following spinal cord injury (SCI). Results are derived from the analysis of three biological replicates/time points.

**Table 2:** Genes associated directly or indirectly with myelination

**Gene name**	**Accession number**	**Fold change**
		**GFAP-IκBα-dn mice versus wild-type mice at 6 weeks**
*Chemokine-Chemokine receptors*		
Cxcl12	NM_013655	+ 2.19
Cxcr4	NM_009911	+ 2.01
*Transcription factors*		
Foxc2	NM_013519	+ 6.55
Sox17	NM_0011441	+ 5.35
Tcf4	NM_009333	+ 2.24
*Proliferation marker*		
mKi67	X82786	+ 2.43
*Microglia/leukocytes*		
Itga1 (CD11b)	NM_176922	+ 2.03
CD200r	NM_021325	+ 2.49
TLR4	NM_021297	+ 2.38
*Inhibitor*		
Lingo1	BC008626	- 2.07
*Myelin*		
PMP2	NM_001030305	+ 2.33

**Figure 3:**
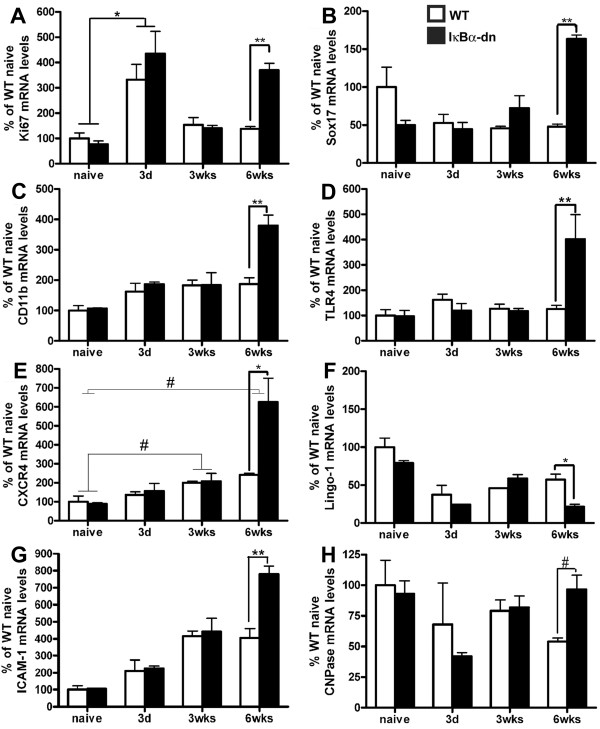
**Quantitative real-time PCR was used to confirm a number of differentially regulated genes between wild-type (WT) and IκBα-dn mice.** *P < 0.05, **P < 0.01, two-way analysis of variance followed by Bonferroni post tests; ^#^*P* < 0.05, *t*-test; N = 3 animals per group. 3d, 3 days; 3 wks, 3 weeks; 6 wks, 6 weeks.

Thus far we have presented data suggesting that inhibiting NF-κB activation in astrocytes promotes an environment favorable for oligodendrogenesis (Figures 2 and 3). To explore oligodendrogenesis further, we focused on genes previously demonstrated to be important in cell proliferation and oligodendrogenesis such as Sox17 and Lingo-1 [24,25]. While not a specific indicator of oligodendrogenesis, we found that Ki67, a general marker of proliferation, was significantly elevated 3 days post-SCI in both WT and IκBα-dn mice relative to naïve animals but only in IκBα-dn mice 6 weeks post-SCI (Figure 3A). Some possible sources for Ki67 expression, besides infiltrating immune cells, are also OPCs. Sox17, a transcription factor important in oligodendrocyte development [26], was significantly upregulated in IκBα-dn mice 6 weeks post-SCI (Figure 3B), while Lingo-1, a negative regulator of oligodendrogenesis [27], was significantly reduced in IκBα-dn mice at this time point (Figure 3F). These findings support the data presented in Figure 2 showing significantly increased numbers of BrdU^+^CC1^+^ oligodendrocytes, significantly increased numbers of CC1^+^ oligodendrocytes and significantly increased PLP levels in IκBα-dn mice, suggesting increased oligodendrogenesis in the IκBα-dn mice compared to WT mice.

### Inhibition of astroglial NF-κB results in an altered inflammatory state that is supportive of oligodendrogenesis after spinal cord injury

An inflammatory reaction following traumatic injury is necessary to contain the injury and clear debris, and microglia - the resident macrophages of the central nervous system (CNS) - are rapidly activated following disturbances and secrete pro-inflammatory cytokines [28,29]. Different phenotypes of microglia have been identified [30] and even though often associated with neuroinflammatory processes, their role has been extended to maintenance and repair of the nervous tissue where they reside [31,32], some of them being supportive of remyelination [33,34]. Also, distinct subsets of macrophages have been shown to cause either toxicity or regeneration in the injured mouse spinal cord [35]. Since in the present study we found a significant increase in CD11b mRNA levels using qPCR in our IκBα-dn mice compared to WT mice at 6 weeks post-SCI (Figure 3C), we further estimated the total number of CD11b^+^ microglia/leukocytes (Figure 4A, shown for naïve and 6 weeks). In naïve mice there were significantly more CD11b^+^ cells in WT mice compared to IκBα-dn mice (*P* < 0.05, Figure 4B). However, counting CD11b^+^ microglia/leukocytes in both IκBα-dn and WT mice 3 days and 6 weeks after SCI did not show evidence of a difference in the total number of CD11b^+^ cells between the two genotypes, even though the total number of CD11b^+^ cells was significantly increased in both IκBα-dn and WT mice 6 weeks after SCI compared to naïve mice (*P* < 0.001, one-way ANOVA) (Figure 4A,B). These data suggest that the microglial numbers and leukocyte infiltration is similar between IκBα-dn and WT mice but that the transcriptional regulation of CD11b mRNA levels and possibly the activation status of these cells 6 weeks after SCI are differently regulated in IκBα-dn mice compared to WT mice.

**Figure 4:**
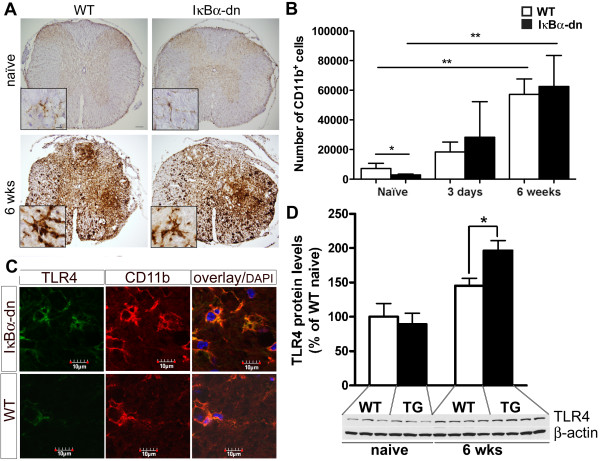
**Quantification of microglia/leukocytes in the naïve, 3 days, and 6 weeks injured spinal cord. (A)** Representative immunohistochemical staining for CD11b in naïve wild-type (WT) and IκBα-dn mice and 6 weeks (wks) following spinal cord injury (SCI). **(B)** The total number of CD11b^+^ cells were significantly increased in naïve IκBα-dn mice compared to WT mice and significantly increased 6 weeks after SCI in both IκBα-dn and WT mice. Each bar represents the average cell count ± SEM. *P < 0.05, **P < 0.01, N = 4 to 9 animals per group. **(C)** Representative photomicrographs of immunohistochemical stainings for toll-like receptor 4 (TLR4) in the injured spinal cord white matter of WT and IκBα-dn mice, showing a robust staining on CD11b^+^ microglia/leukocytes from the chronically injured IκBα-dn mice. **(D)** Western blot quantification showing a significant increase in TLR4 in IκBα-dn mice (TG) compared to WT mice 6 weeks after SCI. N = 3 to 4 animals per group, *P < 0.05. DAPI, 4',6-diamidino-2-phenylindole.

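Tlr4, the receptor for lipopolysaccharide, rose from naive to 6 weeks after contusion by a log2 fold change of 1.71 in IκBα-dn mice (SE 0.31, adjusted p = 0.000566, n = 3 mice), and had 1.06 in WT mice (SE 0.32, adjusted p = 0.168, n = 3). The test of the difference between these responses gave 0.65 (SE 0.37, adjusted p = 0.332). Between the genotypes at 6 weeks, Tlr4 was higher in IκBα-dn mice on each of the 3 arrays that hold both, by 0.69, 1.00 and 1.07. Of 20 genes of toll-like receptor signalling, 7 were higher and none was lower in IκBα-dn mice at 6 weeks (8 higher when adjusted over the list alone). They included Tlr1 (0.94, SE 0.23) and Tlr6 (0.73, SE 0.21), which pair with Tlr2 to sense lipoproteins, and Ticam1, the adaptor TRIF (0.63, SE 0.19), whose calls were lost in 3, 5 and 7 of 19 alternatives (Ticam1 had 0.38 without the 3 arrays). The list's median was 0.39 (limma's camera, adjusted p = 0.00382, and adjusted p = 0.446 with an estimated correlation). At 3 days, Tlr4 stood 1.17 above naive in IκBα-dn mice (SE 0.32, adjusted p = 0.0359) and 0.94 in WT mice (SE 0.31, adjusted p = 0.127).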

Since TLR4, a pattern recognition receptor important in innate immunity that has been shown to modulate myelination, astrogliosis and macrophage activation [34,36], was found to be up-regulated in the microarray at 6 weeks post-injury in the IκBα-dn mice, we confirmed by qPCR the significant increase in TLR4 mRNA in IκBα-dn mice (Figure 3D). We further examined the cellular expression of TLR4 in injured spinal cord tissue from WT and IκBα-dn mice by immunohistochemistry. TLR4 immunoreactivity colocalized almost exclusively with CD11b^+^ microglia/leukocytes in both WT and IκBα-dn mice and showed stronger immunoreactivity in the injured spinal cord of the IκBα-dn mice compared to WT (Figure 4C), suggesting a difference in the state of activation of microglia/leukocytes between the two genotypes. This was further supported by the finding of a significant increase in TLR4 protein levels in IκBα-dn mice 6 weeks post-SCI compared to WT LM (*P* < 0.05, Figure 4D).

### CXCR4 expression is increased on oligodendrocytes following spinal cord injury

Chemokines and their receptors are also known to be important regulators of inflammation and repair processes following CNS injury [37]. Signaling through the alpha chemokine receptor CXCR4 is required for migration of neuronal precursors, axon guidance/pathfinding, neurite growth and maintenance of neuronal progenitor cells as well as oligodendrocyte progenitors and remyelination [38-42]. Furthermore, CXCL12 signaling through CXCR4 enhances the infiltration of monocytes and lymphocytes in different inflammation models [43,44]. In line with these findings, CXCR4 mRNA levels were significantly upregulated in IκBα-dn and WT mice at 3 and 6 weeks after SCI compared to naïve mice (Figure 3E). Furthermore, at 6 weeks post-SCI, IκBα-dn mice displayed significantly higher CXCR4 mRNA levels compared to injured WT mice (Figure 3E). This was further confirmed using western blotting and immunohistochemical expression analysis of CXCR4 (Figure 5A,B). In line with qPCR analysis, CXCR4 protein levels were significantly upregulated in IκBα-dn mice 6 weeks after SCI compared to naïve mice, (*P* = 0.013) and compared to WT mice with 6 weeks survival (*P* = 0.038, Figure 5A). CXCR4 was expressed in CC1^+^ oligodendrocytes both in IκBα-dn and WT mice with increased expression in IκBα-dn mice (Figure 5B, shown for 6 weeks). CXCR4 was also found to be expressed in some NG2^+^-cells 6 weeks after SCI (Figure 5C).

**Figure 5:**
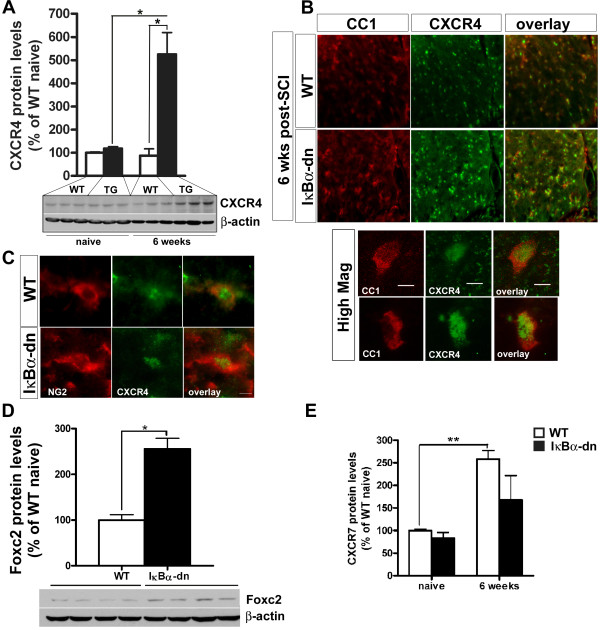
**CXCR4 expression is increased on oligodendrocytes in IκBα-dn mice. (A)** Western blot analysis of naïve and injured spinal cords showed a significant increase in CXCR4 protein levels in IκBα-dn mice compared to wild-type (WT) mice 6 weeks post-spinal cord injury (SCI). **(B)** Representative photomicrographs of mature CC1^+^CXCR4^+^ oligodendrocytes in IκBα-dn and WT spinal cord 6 weeks after SCI. **(C)** Representative photomicrograph of a NG2^+^CXCR4^+^ in WT and IκBα-dn spinal cord 6 weeks post-SCI. **(D)** Western blot analysis for Foxc2 shows significantly increased expression in IκBα-dn mice compared to WT mice 6 weeks post-SCI. **(E)** CXCR7 expression following SCI, examined by Western blot analysis, showed that CXCR7 levels were significantly increased only in WT mice 6 weeks after SCI, whereas no significant increase was observed in IκBα-dn mice. Each bar represents mean ± SEM. N = 3 to 4 animals per group. *P < 0.05 and **P < 0.01. NG2, nerve/glial antigen 2.

Since the transcription factor Foxc2 is important in CXCR4 regulation [45], we further compared Foxc2 expression at this time point using western blotting. In line with the findings of significantly increased protein CXCR4 levels in IκBα-dn compared to WT mice, Foxc2 protein levels were also significantly upregulated 6 weeks post-SCI in IκBα-dn compared to WT mice (Figure 5D).

Furthermore, CXCR7 has been implicated in the pathophysiology of demyelination and axonal injury in EAE where antagonism of CXCR7 promotes functional recovery and reduces axonal injury [46]. CXCR7 was not in the microarray analysis but based upon the role it plays in EAE and our present results on CXCR4, we investigated CXCR7 protein expression following SCI (Figure 5E). 

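Ackr3, the gene that encodes CXCR7, is represented by 1 probe in the array values. At 6 weeks its log2 fold change in IκBα-dn against WT spinal cords was 0.52 (SE 0.21, adjusted p = 0.0966 from limma, n = 3 mice per genotype), which did not pass the test, with 0.38, 0.96 and 0.61 on the 3 arrays that hold both genotypes. It was −0.14 for Ackr3 without those 3 arrays (adjusted p = 0.912) and 0.59 from a fit of only the 10 arrays that hold both genotypes at 1 time (adjusted p = 0.00937), which was the 1 of 19 alternatives that called it. From naive to 6 weeks, Ackr3 had 0.09 in WT mice (SE 0.25, adjusted p = 0.954) and 0.66 in IκBα-dn mice (SE 0.24, adjusted p = 0.0563), and the test of the difference between these responses gave 0.57 (SE 0.29, adjusted p = 0.263). The genotype difference was −0.05 in naive mice (SE 0.21), 0.07 at 3 days (SE 0.23) and −0.08 at 3 weeks (SE 0.25). These are mRNA levels in a whole segment of the cord.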

We detected a significant increase in CXCR7 expression 6 weeks post-SCI in WT mice but not in IκBα-dn mice compared to naïve spinal cords (Figure 5E), suggesting that CXCR7 expression is significantly reduced by inhibition of NF-κB in astrocytes.

### IκBα-dn mice displayed increased TNFR2 expression compared to wild-type mice after spinal cord injury

TNF signaling through TNFR2 has been shown to promote proliferation of OPCs and remyelination [47] and recently, using XPro1595 a specific inhibitor for soluble TNF in EAE, we demonstrated a beneficial role of TNFR2 signaling on functional outcome [48]. Based upon these data, we sought to determine what effect inhibiting astroglial NF-κB would have on TNFR2 expression following SCI. As shown in Figure 6A, there was significantly increased TNFR2 protein expression in IκBα-dn mice 6 weeks after injury compared to injured WT mice (Figure 6A), due to a decrease in protein levels in WT mice that did not occur in IκBα-dn mice. These findings were supported by immunohistochemical stainings showing increased levels of TNFR2 in WT mice compared to IκBα-dn mice, whereas the levels in naïve spinal cords appeared similar (Figure 6B). In naïve spinal cords, TNFR2 was expressed primarily by oligodendrocytes (Figure 6B) whereas 6 weeks after SCI, TNFR2 expression was also expressed in other types of cells (Figure 6B), probably microglia and infiltrating macrophages, as shown previously for other CNS injuries [49]. These data, along with our previous studies, suggest that enhanced oligodendrogenesis could be due in part to the sustained expression of TNFR2 in IκBα-dn mice following injury.

**Figure 6:**
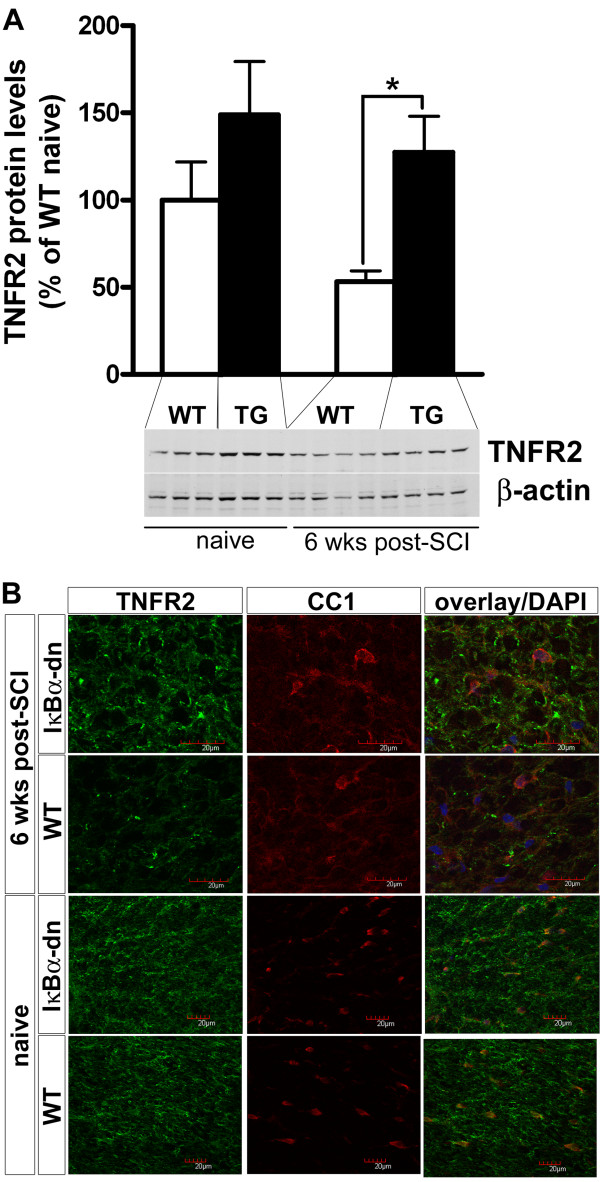
**TNFR2 expression is increased in the IκBα-dn injured spinal cord compared to wild-type 6 weeks post-spinal cord injury. (A)** Quantification of TNFR2 protein expression levels in the injured spinal cord of wild-type (WT) and IκBα-dn mice showing significantly less protein in WT mice 6 weeks after spinal cord injury (SCI) compared to IκBα-dn mice. Each bar represents the mean ± SEM. *P < 0.05. N = 3 to 4 animals per group. **(B)** Representative confocal images of mature CC1 oligodendrocytes and TNFR2 expression in naïve and injured spinal cord from WT and IκBα-dn mice, showing that a subset of TNFR2^+^ cells co-localizes with CC1^+^ oligodendrocytes.

Collectively, our data suggest that sustained expression of TNFR2 in IκBα-dn mice enhances the expression of CXCR4 and thereby promotes an environment supportive of oligodendrogenesis and remyelination. Furthermore, CXCR7 is expressed on astrocytes and signals through NF-κB suggesting that the reduced neuropathology in our IκBα-dn mice could be due to impaired CXCR7 expression and signaling in these mice.

## Discussion

In a previous study, we showed that mice lacking functional NF-κB signaling in astrocytes (GFAP-IκBα-dn transgenic mice) recover better following moderate spinal cord contusion, with a significant improvement in locomotor function that correlates with a smaller lesion area and a larger area of white matter preservation compared to injured WT LM [12]. Since the mice were generated several years ago, we confirmed that they still retained the same phenotype following SCI and found that the GFAP-Iκbα-dn mice still did perform significantly better than the WT mice on the Basso Mouse Scale following moderate SCI, supported by a smaller lesion size and more myelin 6 weeks post-SCI. The larger white matter volume in the IκBα-dn transgenic mice could be due to sparing of oligodendrocytes from cell death and/or to an increase in oligodendrogenesis. In the present paper, we demonstrate that there is indeed an increase in oligodendrogenesis in the IκBα-dn transgenic mice compared to the WT LM 6 to 7 weeks post-SCI. In the naïve mice we did not find any differences in the number of oligodendrocytes or the amount of myelin between WT and transgenic mice suggesting that blocking NF-κB signaling in astrocytes under naïve conditions does not affect myelination. However, following SCI we found a large increase in the number of newly formed BrdU^+^/CC1^+^ oligodendrocytes, suggesting that astroglial NF-κB directly or indirectly affects the differentiation of OPC into mature, myelinating oligodendrocytes. In fact, a recent study showed that reactive astrocytes from the injured spinal cord can inhibit oligodendrocyte differentiation in vitro [11]. Many others have also shown that astrocytes can directly modulate myelination in vitro via the release of a number of secreted factors, depending on culture conditions [7,10]. In our study, it is so far unknown whether the decreased expression of a NF-κB-regulated gene has a direct effect on oligodendrocyte maturation or an indirect effect through other cells such as microglia and/or infiltrating macrophages. Indeed, factors secreted by macrophages from the injured spinal cord have been shown to inhibit growth of NG2^+^ cells in vitro [50]. When we examined the distribution of the BrdU^+^/CC1^+^ cells, we found numerous double immunolabeled cells located around the epicenter in the IκBα-dn transgenic mice compared to the WT LM mice, suggesting that while the lesion epicenter in the WT mice is inhibitory for oligodendrocyte differentiation, the epicenter environment in the transgenic mice is more permissive and may allow for a better survival of newly generated oligodendrocytes. To gain insight into the molecular mechanisms underlying increased oligodendrogenesis, we performed a microarray analysis on naïve and injured spinal cords at 3 days, 3 and 6 weeks post-SCI and found the largest number of differentially regulated genes between WT and GFAP-IκBα-dn mice at the more chronic time point. 

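For Cxcl12 the genotype difference changed from naive to 6 weeks by a log2 fold of 1.30 (SE 0.23, adjusted p = 0.00236 from limma, n = 3 mice per group) and for the Wnt effector Tcf7l2 by 0.71 (SE 0.15, adjusted p = 0.00604). It changed for the integrin Itga11 by 0.90 (SE 0.25, adjusted p = 0.0332) and for Nfkbia, which encodes IκBα, by 0.69 (SE 0.14, adjusted p = 0.00500). In all, the difference between IκBα-dn and WT spinal cords at 6 weeks was unlike that in naive mice at 3878 probes (1253 changed upward, 2625 downward), unlike that at 3 days at 1743 probes and unlike that at 3 weeks at 3498. Between naive mice and 3 days, and between naive mice and 3 weeks, limma found 0 probes with such a change, against 1398 and 588 at an unadjusted p under 0.05. Among neuron genes, 9 of 28 changed downward from naive to 6 weeks and none upward (10 downward when adjusted over the list alone; median −0.27, camera adjusted p = 0.000110, and adjusted p = 0.164 with an estimated correlation). Among endothelial and pericyte genes, 9 of 26 changed upward (12 when adjusted over the list alone; median 0.57, adjusted p = 0.450 with an estimated correlation). Among genes of meningeal fibroblasts and matrix, 7 of 26 changed upward (13 when adjusted over the list alone; median 0.80, adjusted p = 0.450 with an estimated correlation). From naive to 6 weeks, 11141 probes changed in IκBα-dn mice and 313 in WT mice. The latter count was 6, 25 and 77 without WT mouse 1, 2 or 3 of 6 weeks, and 57 and 11 without naive WT mice 1 and 3. The count of 3878 was 1670 without WT mouse 2, 2141 without WT mouse 1 and 2224 without IκBα-dn mouse 2 of 6 weeks. It was 1778 and 1879 without naive WT mice 2 and 3, and 2077 and 2327 without naive IκBα-dn mice 2 and 3. It was 6630 with arrays taken as independent, 1966 with no dye term, 2248 with a dye term per slide and 820 without the 3 arrays that hold both genotypes at 6 weeks.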

Since analysis of the set of genes pointed to differences in the inflammatory response with upregulation of genes such as CD11b, TLR4, CXCL12, and CXCR4 in IκBα-dn mice compared to the WT mice, we sought to determine whether differences in the number of microglia/leukocytes could account for the observed differences. 

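In IκBα-dn mice, Itgam rose from naive to 6 weeks by a log2 fold change of 0.95 (SE 0.18, adjusted p = 0.00100, n = 3 mice per group), Cxcr4 by 0.93 (SE 0.22, adjusted p = 0.00504) and Cxcl12 by 1.13 (SE 0.19, adjusted p = 0.000365). In WT mice these values were 0.68 (SE 0.19, adjusted p = 0.131), 0.60 (SE 0.23, adjusted p = 0.317) and −0.17 (SE 0.20, adjusted p = 0.863). The responses of Itgam and Cxcr4 were not shown to differ between the genotypes (0.27, adjusted p = 0.556, and 0.33, adjusted p = 0.557). For Cxcr4 this holds for 1 of its 2 features. The other had a genotype difference of 1.06 at 6 weeks and −0.12 in naive mice, so the value of 0.33 does not cover it. Of 25 genes of microglia and macrophages, all had a positive difference between IκBα-dn and WT mice at 6 weeks, 5 were higher and none was lower at an adjusted p under 0.05 (6 higher when adjusted over the list alone). They included the leukocyte phosphatase Ptprc (1.17, SE 0.35, call lost in 7 of 19 alternatives), the lysosomal protein Laptm5 (0.90, SE 0.25, lost in 7, and 0.58 as the mean of its probes) and the perforin-like Mpeg1 (0.58, SE 0.17, lost in 8). Without the 3 arrays that hold both genotypes at 6 weeks Ptprc had 1.87, Laptm5 1.37, Birc3 1.53 and Tnfrsf13b 1.14. The list's median was 0.45 (limma's camera, adjusted p = 0.000378, and adjusted p = 0.497 with an estimated correlation), with 0.24, 0.48 and 0.54 on the arrays of IκBα-dn mice 1, 2 and 3, and 0 genes were called without IκBα-dn mouse 3, WT mouse 1 or WT mouse 2. From naive to 6 weeks the same list rose in WT mice (median 0.96, 8 of 25 called, 22 when adjusted over the list alone, camera adjusted p = 0.0369 with an estimated correlation). In IκBα-dn mice its median was 1.40, with 22 of 25 called, 24 when adjusted over the list alone, and adjusted p = 0.154 with an estimated correlation. Of 26 NF-κB target genes, 11 were higher in IκBα-dn than in WT mice at 6 weeks and none was lower (12 higher when adjusted over the list alone), among them the NF-κB subunits Nfkb2 (0.63, SE 0.12) and Relb (0.60, SE 0.13), the apoptosis inhibitor Birc3 (1.01, SE 0.19, and 0.62 as the mean of its probes) and Nfkbia (0.45, SE 0.10). Whether the Nfkbia probe also reads the transgene, a form of IκBα, was not tested, and its call was lost in 4 of 19 alternatives. Their median was 0.60 (camera adjusted p = 1.8e-05, and adjusted p = 0.404 with an estimated correlation). Of 23 genes of TNF and its receptors, 10 were higher and 1 lower (11 and 1 when adjusted over the list alone), including the adaptor Traf5 (0.57, SE 0.12), Tnfrsf13b, which encodes the TNF receptor TACI of B cells (0.75, SE 0.16, and 0.43 as the mean of its probes) and Tnfaip3, which ends NF-κB signalling (0.58, SE 0.14, lost in 3 of 19). Their median was 0.42 (camera adjusted p = 0.00145, and adjusted p = 0.404 with an estimated correlation).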

Even though we did not find any differences in terms of total number of CD11b^+^ cells between WT and GFAP-IκBα-dn mice 6 weeks following SCI, we found differences in TLR4 levels, with the microglia/leukocytes from the transgenic mice showing enhanced immunoreactivity compared to the WT mice. Inflammatory reactions are important in stimulating recruitment of OPCs to demyelinating areas and in the remyelination process itself [34,51,52]. Recently, diverse microglia/macrophage phenotypes have been identified through their expression of specific sets of genes, making them either neuroprotective and reparative or toxic to the neural cells [20,33,35]. Our data suggest that inhibiting astroglial NF-κB affects the activation status of microglia/leukocytes rendering them more supportive for remyelination. In fact the role of astrocytes in modulating microglia has been highlighted in a study where astrocytes from glioblastoma have been shown to suppress microglial function [53]. It appears that the number of astrocytes may also be an important factor in the regulation of microglial function. However, we did not find any significant difference in the number of astrocytes in the spinal cord from naïve WT and IκBα-dn transgenic mice (Additional file 1).

Chemokines are essential for trafficking of leukocytes in both physiological and pathological conditions [54]. CXCL12, also known as stromal-derived growth factor 1 or SDF-1, can act through two G-coupled receptors, CXCR4 and CXCR7. CXCL12 and its receptor CXCR4 play multiple roles both in the immune and nervous systems. CXCL12 is a highly efficacious chemoattractant for lymphocytes and monocytes but not neutrophils [44]. CXCR4 signaling is required for the migration of neuronal precursors, axon guidance/pathfinding and maintenance of neural progenitor cells. In the mature CNS, CXCL12 modulates neurotransmission, neurotoxicity and neuroglial interactions. It activates NF-κB, stimulates the production of chemokines and cytokines and induces cell death in primary astrocytes [55]. CXCL12 stimulates neurite growth on inhibitory CNS myelin [40]. Regarding the role of CXCL12 in remyelination there are some divergent results as whether it promotes oligodendrocyte maturation through its receptor CXCR4 [56] or CXCR7 [57]. These apparent discrepancies may be due to the injury paradigm being a drug-induced demyelination of the corpus callosum in the study by Gottle and colleagues [57] and a myelin oligodendrocyte glycoprotein-induced EAE model in the study by Patel and colleagues [56]. In our chronically spinal cord injured mouse model, we observed a strong induction of CXCR4 on oligodendrocytes especially in IκBα-dn mice compared to WT, which is in stark contrast with the study from Gottle and colleagues [57] where they did not observe any expression of CXCR4 on oligodendroglial cells in both healthy and diseased spinal cord. The pathophysiology of SCI and EAE is very distinct, which could explain some of the differences observed in models of SCI and EAE. The pattern of expression of CXCR4 appeared mostly nuclear although we also found cytoplamic/membrane staining as well. Nuclear localization of CXCR4 has been reported following binding to CXCL12 and its function in the nucleus is still speculative [58]. As in the study by Patel and colleagues [56], we found CXCR4 expressed by some NG2^+^ cells both in WT and IκBα-dn mice. Due to the expression of CXCR4 on NG2^+^ cells and in oligodendrocytes, this would suggest a role in both myelination and oligodendrocyte survival. Regarding CXCR7, we observed an induction at 6 weeks in the injured WT mice, but not in the IκBα-dn mice while antagonism to CXCR7 has been reported to promote oligodendrocyte maturation [57] and to prevent axonal injury [46] in two different models of EAE.

TNF is a cytokine that plays different roles depending on the receptor it engages, being either TNFR1 or TNFR2. Originally viewed as a pro-inflammatory cytokine, knockout studies have demonstrated that TNF does not only have deleterious effects following CNS trauma or disease [29,59], but is also involved in the repair phase specifically through its cognate TNFR2 (p75) receptor [47]. Recently, our laboratory has demonstrated, using a specific inhibitor of soluble TNF, that signaling of membrane-bound TNF through its receptor TNFR2 was associated with axonal preservation and improved myelin compaction following EAE [48]. Furthermore a recent study by Patel and colleagues showed that TNFR2 was required for OPC proliferation and differentiation in a drug-induced demyelination model of the corpus callosum [60]. Therefore, we sought to determine whether TNFR2 expression was altered following SCI. Our data showed that TNFR2 expression was reduced 6 weeks following SCI in WT mice but was maintained at levels similar to the naïve conditions in our transgenic mice suggesting that signaling through TNFR2 on oligodendrocytes may have a positive effect on myelination as seen in EAE.

The fact that in the present study we observed dramatic gene changes at the more chronic time point may be explained by the biphasic infiltration of leukocytes in mice following SCI with a late peak occurring in the chronic phase 42 days after injury [61-63].

## Conclusion

In conclusion, our data demonstrate that one of the beneficial roles of blocking NF-κB in astrocytes is to promote oligodendrogenesis through alteration of the inflammatory environment at and around the lesion site. In particular, our data suggest that astrocytes may be modulating microglial/leukocyte activation towards a phenotype that is supportive of oligodendrogenesis and repair.

## Abbreviations

ANOVA: Analysis of variance; APC: Adenomatous polyposis coli; asf: Area sampling fraction; BrdU: Bromodeoxyuridine; BSA: Bovine serum albumin; CNS: Central nervous system; DAPI: 4',6-diamidino-2-phenylindole; EAE: Experimental autoimmune encephalomyelitis; FDR: False discovery rate; GFAP: Glial fibrillary acidic protein; H&E: Hmatoxylin and eosin; Ig: Immunoglobulin; i.p.: Intraperitoneally; LM: Littermates; NG2: Nerve/glial antigen 2; NGS: Normal goat serum; NF-κB: Nuclear factor-kappa B; OPC: Oligodendrocyte precursor cell; PBS: Phosphate buffered saline; PCR: Polymerase chain reaction; PFA: Paraformaldehyde; PLP: Proteolipid protein; RT-PCR: Reverse transcriptase-polymerase chain reaction; s.c.: Cubcutaneously; SCI: Spinal cord injury; ssf: Sampling section fraction; TBS-T: Tris buffered saline-triton; TLR: Toll-like receptor; TNF: Tumor necrosis factor; TNFR: Tumor necrosis factor receptor; tsf: Thickness sampling fraction; WT: Wild-type.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

VBR participated in study design, performed the BrdU experiments, performed the immunohistochemical, biochemical and qPCR experiments and wrote the manuscript. KLL participated in study design, performed assessment of the mice, the microglia analysis, and participated in writing the manuscript. JR performed surgeries. LN performed the microarray experiment and analysis. SK participated in mouse behavioral assessment. JJ performed some oligodendrocyte counting. DGE performed the microglia analysis. BF participated in the microglia analysis, lesion volume and white matter quantification. DMM conceived the oligodendrogenesis study. JRB conceived the study and helped draft the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Inhibition of astroglial NF-κB does not affect the number of astrocytes in the naïve, murine adult spinal cord.** (A) Representative immunostained spinal cord cross sections from naïve wild-type (WT) and IκBα-dn transgenic (TG) mice. Astrocytes were immunostained using a polyclonal rabbit anti-GFAP (DAKO, 1:1000) and an Alexa594 anti-rabbit secondary antibody (Molecular Probe, 1:500). Hoechst was used to label the nuclei. Scale bar: 100 μm. (B) High magnification of astrocytes in the white matter spinal cord of WT and IκBα-dn TG mice. Scale bar: 20 μm. (C) Estimation of the number of astrocytes in the white matter and grey matter of a 1-mm long spinal cord segment in the thoracic region of naïve WT and IκBα-dn mice using unbiased stereology (grid size 120 μm × 120 μm and probe size 40 μm × 40 μm) showed no difference between genotypes (mean ± SEM, N = 3 per group). (D) Glial fibrillary acidic protein (GFAP) gene expression level in the spinal cord was assessed by real-time PCR. Data were normalized to β-actin and expressed as percent of WT (mean ± SEM, N = 5 per group). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

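RNA from a spinal cord segment centred on the lesion was measured in WT mice and in IκBα-dn mice, naive or 3 days, 3 weeks and 6 weeks after contusion, with 3 mice in each of 8 groups. Each 2-colour array compared 2 mice. Of 22 arrays, 10 held both genotypes at 1 time point and 11 held 2 time points of 1 genotype. One array was left out, because its labels give both 3 days and 3 weeks for 1 of its mice. This left 21 arrays of 23 mice on 6 slides, with 2 WT mice at 3 weeks.

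According to the methods, the authors scanned the arrays with a GenePix scanner, filtered features for quality, normalized with lowess within arrays and with the quantile algorithm between arrays in limma, and fitted a linear model with moderated F statistics. The log2 ratios were used as deposited by the authors, with 43379 probes and 0 missing values. The scale and the direction (Cy5 over Cy3) are not stated and were taken from the values and the labels. They were checked on arrays of 3 days against naive, where genes of microglia and macrophages were higher at 3 days. Array means were 0 and array SDs ran from 0.37 to 0.74. The mean correlation between arrays was 0.31 and the lowest −0.32, which the different comparisons on them allow. Spot intensities and signal over background were not used here.

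All tests of single genes used limma 3.58.1 in R 4.3.3, with group of the Cy5 mouse minus group of the Cy3 mouse, 1 dye term, and a correlation given by shared mice (share of variance 0.45). Variances were moderated over all probes (residual degrees of freedom 13, prior 3.23, total 16.2). P-values were adjusted by the Benjamini-Hochberg method within each comparison. The comparisons were IκBα-dn against WT mice at each of 4 times, each time after injury against naive in each genotype, and the change of the genotype difference between times. A probe was called at an adjusted p under 0.05. Log ratios of genes and gene lists on single arrays are given with the fitted dye effect taken out. Counts were also made at the threshold of the results section, an FDR under 0.1% with a fold over 2, and at an FDR under 1% as in the methods. The median SE of a log2 difference between genotypes was 0.155 in naive mice, 0.173 at 3 days, 0.184 at 3 weeks and 0.157 at 6 weeks.

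Of the probes, 33653 carry 1 gene symbol, 56 several and 9670 none. Of the genes, 8343 have several probes, and the lowest probe number stands for a gene. The genes in the text are those that the paper names, the 10 with the largest increase and the 10 with the largest decrease at 6 weeks with the same sign on each array that holds both genotypes, up to 4 members of each list with the smallest p, and the 5 largest changes in each direction after injury. The paper's values for its genes had been seen. Of 715 members of 27 gene lists, 660 were measured. Lists were tested with camera of limma, at a correlation of 0.01 and with an estimated correlation, and members were also adjusted over the list alone.

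The model was tested on simulated data with 200 changed probes in each of 5 simulations. At an adjusted p under 0.05 it recovered 30% of 1.5-fold, 75.2% of 2-fold and 90.8% of 3-fold changes, and 6.66% of its calls were false. Alternatives were arrays taken as independent, no dye term, terms for replicate number or slide, the arrays with both genotypes alone, the array of conflicting labels read either way, arrays centred or scaled, each mouse left out, the mean of all probes of a gene, other thresholds and filters, and, chosen after seeing the data, moderated F statistics and leaving out the array with the largest residuals or the 3 arrays with both genotypes at 6 weeks. Where leaving out a mouse leaves 1 in a group, that mouse is assumed to vary like the others. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.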

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

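The tests of tissue share, slide and precision below and the 2 regroupings of gene lists were chosen after the results were seen, and the regroupings for counts of probes were planned.

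Neuron genes, which the paper does not discuss, were lower in IκBα-dn than in WT cords at 6 weeks, with a list median of −0.41 and 12 of 28 genes called. A smaller share of cord tissue alone would lower genes of oligodendrocytes and astrocytes alike. The lower of these 2 medians exceeded the neuron median by 0.55 on average over the 3 arrays that hold both genotypes (SD 0.19). This argues against a smaller share as the only change. The paper reports more white matter and more oligodendrocytes in injured IκBα-dn mice. A glial rise that offsets a smaller share would leave the same gap, so these lists cannot exclude it. Hybridisation of the slide that holds the 3 arrays is argued against by a neuron median of −0.42 without them. A smaller share of grey matter in the segment stays open, since the oligodendrocyte and myelin list had a median of 0.073 and its members went both ways. A loss of neurons or of their transcripts in IκBα-dn mice is a biological hypothesis that was not tested apart from it. In the regroupings 2 of 10, the real one included, had a median as low (−0.41 for the real one, −0.41 for the farthest other). The real grouping was thus not the most extreme, and 10 groupings are too few for a share under 0.05.

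Genes of meningeal fibroblasts and matrix, also outside those the paper discusses, had a median of 0.62 at 6 weeks, with 10 of 26 genes called and adjusted p = 0.404 with an estimated correlation. Without the 3 arrays that hold both genotypes the median was 0.79, which argues against the slide as the source. Meninges or nerve roots kept with some cords stay open, because the median spread over the 3 arrays by 1.43 and the design has no sample that would tell this from a fibrotic scar that differs between mice. Of 10 regroupings, 4 had a median as far from 0 in either direction, the real one included (0.62 for the real one, 1.09 for the farthest other). The real grouping was thus not the most extreme, and these 10 are too few for a share under 0.05.

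Genotype differences were called at 6 weeks and at no other time, and the difference at 6 weeks was unlike that in naive mice at 3878 probes, unlike that at 3 days at 1743 and unlike that at 3 weeks at 3498, each by a test of the difference itself. Fewer or less direct arrays at the other times are argued against as the source. The median SE there was at most 1.18 times that at 6 weeks. Each probe had 1 variance for all times in the model, so this ratio cannot show whether mice varied more at those times. An effect of the slide is argued against by probes called in a fit of only the arrays that hold both genotypes, of which 95.8% had the same sign without the 3 of them at 6 weeks. A late effect of the transgene remains a hypothesis, found and tested on the same data.

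Other regroupings of the mice gave these counts at an adjusted p under 0.05. At 6 weeks the real grouping gave 8539 and the highest other 38, in naive mice 0 and 241, and at 3 days 0 and 11. At the study's threshold these were 548 and 0 at 6 weeks, 0 and 0 in naive mice, and 0 and 0 at 3 days. At 6 weeks the real grouping was the 1 of 10 with a count as large, and 10 are too few for a share under 0.05. In naive mice and at 3 days the real count is 0, which all 10 groupings reach by construction, so that the regrouping tests nothing there. Of the other groupings of naive mice, 1 calls 241 probes and 8 call 0, which may point to a structure of these samples, but this was not tested. For the change from naive to 6 weeks, 3 of 100 groupings gave a count as large as the real 3878, with 5877 as the highest other. The count follows the grouping at 6 weeks, since the highest with another grouping at 6 weeks was 1, and of the 9 groupings that keep the real one at 6 weeks, 3 were as large. The regrouping therefore restates the difference at 6 weeks and does not exclude chance for the change from naive mice.

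Lists of endothelial cells and pericytes (median 0.44) and of NF-κB targets (0.60) had positive medians at 6 weeks, with 12 of 26 and 11 of 26 genes called higher, but neither passed as a set with an estimated correlation (adjusted p = 0.404 for each). They lie outside the genes the paper discusses at this time, as does Prm1, a protamine of sperm chromatin, with the largest increase among the genes named (2.69). No explanation of these was tested.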

How the results depend on the processing

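The moderated F statistics, leaving out the array with the largest residuals and leaving out the 3 arrays with both genotypes at 6 weeks were chosen after the results were seen. Of 3689 values of named genes under alternatives, 2900 kept their side of the threshold, 738 lost the call, 49 gained one and 2 called values reversed, Ptprz1 (−0.095) and Fdft1 (0.26), both with the mean of all probes of the gene. Of 540 values of gene lists, 510 kept their side of the threshold, 21 lost and 9 gained a call, and 0 that were called reversed. Values that were not called were not counted as reversed, and some of them changed sign, such as Sox17, Cnp, Ackr3 and the list of astrocyte genes. The 2 alternatives on filters changed nothing, because no value is missing, and gave no result. Signal over background was not used here, so what it limits was not examined.

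Counts that moved by over 1.5 times follow, and the cause was not tested apart from fewer mice. At the study's threshold at 6 weeks (548), the count was 320 with no dye term and 320 with arrays also independent, 321 with a slide block, 0 from direct arrays only, 296 with arrays scaled to one spread, 5 without the 3 arrays, 1725 with no fold threshold, 894 with independent arrays and F statistic, and 155 to 638 without 1 mouse. F statistics at an FDR under 0.1%, under 1%, under 1% with independent arrays and no dye term, and under 1% with independent arrays gave 1, 3, 1 and 4 in naive mice, 37, 60, 78 and 82 at 3 days, and 1, 2, 2 and 3 at 3 weeks, where the count was 0. At an adjusted p under 0.05 at 6 weeks (8539), it was 5066 with no dye term, 5066 with arrays also independent, 803 without the 3 arrays, and 4051 to 7551 without 1 mouse. At 3 days (0), it was 1 with scaled arrays, 10 without the array with the largest residuals, and 0 to 10 without 1 mouse. For the change from naive to 6 weeks (3878), it was 6630 with independent arrays, 1966 with no dye term, 1966 with both, 2248 with a slide block, 820 without the 3 arrays, and 1670 to 4676 without 1 mouse.

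Against naive, WT mice at 3 days (822) had 1332 with independent arrays, 252 with no dye term, 252 with both, 8 with a replicate block, 1646 with a slide block, 517 scaled, 0 without the array with the largest residuals, and 0 to 2799 without 1 mouse. At 3 weeks (447) they had 800 with independent arrays, 141 with a replicate block, 264 with a slide block, 862 scaled, and 1 to 273 without 1 mouse. At 6 weeks (313) they had 131 with no dye term, 131 with arrays also independent, 33 with a replicate block, 1094 with a slide block, 550 with the disputed array read as 3 weeks, 191 scaled, 158 without the array with the largest residuals, and 6 to 237 without 1 mouse. IκBα-dn mice at 3 days (2731) had 1578 with no dye term, 1578 with arrays also independent, 1231 with a replicate block, and 1435 to 2354 without 1 mouse. At 3 weeks (269) they had 511 with independent arrays, 5 with a replicate block, 144 with a slide block, 446 centred, 556 scaled, and 0 to 159 without 1 mouse. At 6 weeks (11141) they had 6810 with no dye term, 6810 with arrays also independent, and 7862 to 10177 without 1 mouse. Whether replicate numbers pair the mice cannot be told from their estimated deviations. Of 11 pairs with the same number, 2 correlate over 0.1, both at 6 weeks (0.42 and 0.44). The same-number pairs that shared an array had −0.47, −0.53, −0.33 and −0.34. Deviations of 2 mice on 1 array are not estimated independently, so such values cannot show a pairing or its absence.

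Lists that lost their set call with an estimated correlation are given with their values at the claims. Neutrophil genes gained one from direct arrays only (adjusted p = 0.0346) and without IκBα-dn mouse 3 (0.0200) or WT mouse 1 (0.0376). Interferon genes gained one with the mean of all probes (0.0302) and without IκBα-dn mouse 1 (0.0480) or WT mouse 3 (0.0246). Wnt genes gained one without the 3 arrays (0.0404) and without IκBα-dn mouse 3 (0.00512) or WT mouse 1 (0.0109).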

Differences from the paper's values

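The moderated F statistics and leaving out the 3 arrays that hold both genotypes at 6 weeks were chosen after the values were seen.

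At the threshold of the results section (FDR under 0.1% and fold over 2), limma called 0 probes between genotypes in naive mice, where the paper gives 66 (the paper's 15 lower and 51 higher), 0 at 3 days, where the paper gives 35 (3 lower and 32 higher), and 0 at 3 weeks, where the paper gives 108 (69 lower and 39 higher). All alternatives set before the data were examined, 20 for naive mice, 20 for 3 days and 19 for 3 weeks, also gave 0. These counts come from a moderated t-test per comparison, where the paper's methods name moderated F statistics, so the tests differ. The values analysed here include 2 arrays that hold both genotypes at 3 days and 2 at 3 weeks, and arrays outside the 22 were not analysed here. The paper's methods select features by quality. Whether the values here hold features that the paper left out cannot be told, as no value is missing. At 6 weeks the count was 548 against the paper's 994. The counts here are of probes and the paper's are of genes, so their units differ, and the 548 probes include probes of 406 named genes. Independent arrays (674) and an FDR under 1% with a fold over 2 (797) lie within 1.5 times the paper's count, and the other 18 alternatives do not. Probes higher in IκBα-dn mice at 6 weeks were 72 against the paper's 398, and of 20 alternatives an FDR under 0.1% with no fold threshold (270) lies within 1.5 times and 19 do not.

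The moderated F statistic is of the kind that the paper's methods name, but was chosen here after seeing the values. It gave 37 probes at 3 days at an FDR under 0.1%, within 1.5 times the paper's 35, with 1 in naive mice, 1 at 3 weeks and 535 at 6 weeks. It drops 4 of Table 2's 11 entries at 6 weeks. At an FDR under 1%, also chosen after seeing the values, it gave 770 at 6 weeks and drops 4 of the 11, and with independent arrays 894, dropping 4 as well.

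A fold was taken to differ where its log2 value lay further from the paper's than the SD over the 3 arrays that hold both genotypes. For Cxcr4 at 6 weeks the fold was 1.33 against the paper's 2.01, on the feature with the lower number. Its other feature had 2.08 and was called, so that the difference depends on the feature. The mean of all probes (1.67) lies within the replicate SD of the paper's value, and the other 16 alternatives do not. For Sox17 it was 1.13 against the paper's 5.35, and all 17 alternatives differ (1.00 to 1.38). Its 3 features ran from 1.13 to 1.90, and they were matched by an accession with 1 digit fewer than the one printed. For the entry Tcf4, by its accession Tcf7l2, it was 1.62 against the paper's 2.24, and all 17 alternatives differ (1.51 to 1.67). Its 3 features ran from 1.16 to 2.32. For TLR4 it was 2.02 against the paper's 2.38. Independent arrays and leaving out IκBα-dn mouse 1, IκBα-dn mouse 2 or WT mouse 3 bring it within the SD, and the other 13 alternatives do not. The other entries lay within the SD, which is a wide bound for some. Foxc2 had a fold of 3.27 against the paper's 6.55, with log2 values from −0.74 to 3.34 on the 3 arrays. PMP2 had 1.73 against the paper's 2.33, with −0.28 to 1.87 on these arrays.

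Of the 11 entries of Table 2, Cxcl12, Tcf4, TLR4 and Lingo1 were past the study's threshold at 6 weeks on at least 1 feature. This number of 4 was 0 without IκBα-dn mouse 2, WT mouse 1 or WT mouse 2, from direct arrays only and without the 3 arrays that hold both genotypes. It was 1 with scaled arrays or with adjustment over the 4 genotype comparisons together, and 2 with no dye term, with a slide block, and without IκBα-dn mouse 1, IκBα-dn mouse 3 or WT mouse 3. Cxcr4 was past it with independent arrays and with an FDR under 1%. The entry Itga1 (CD11b) was past it without IκBα-dn mouse 3. The moderated F statistic, chosen after seeing the values, also calls Cxcr4, mKi67 and CD200r. Foxc2, Sox17 and PMP2 were past the study's threshold in no setting run here. At an adjusted p under 0.05, Foxc2 and PMP2 were called without IκBα-dn mouse 3 or WT mouse 1, and 1 of 3 Sox17 features was called.

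The paper names CNPase among genes changed at 6 weeks, and Cnp had a log2 fold change of 0.02 (SE 0.12). The paper states that its array analysis did not include CXCR7, and the values hold 1 probe of Ackr3, its gene. The methods give an FDR of 1% and the results 0.1%. In Table 2 the accession beside Tcf4 is that of Tcf7l2, the one beside Itga1 (CD11b) that of Itga11, and the one beside Lingo1 that of Icam1.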

Other observations

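Among the alternatives behind the counts of lost calls, leaving out the array with the largest residuals and leaving out the 3 arrays with both genotypes at 6 weeks were chosen after the results were seen, and the regroupings of the mice were planned.

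After contusion, genes of microglia and macrophages had positive list medians against naive in both genotypes, 0.86 in WT and 1.10 in IκBα-dn mice at 3 days and 1.25 and 0.84 at 3 weeks (11 and 17, then 11 and 5 of 25 genes called in limma, and 20 and 22, then 23 and 19 when adjusted over the list alone). As a set they passed at 3 weeks (adjusted p = 0.0396 and 0.0410 with an estimated correlation), and not at 3 days (adjusted p = 0.164 and 0.0852 with an estimated correlation). Interferon response genes had medians of 1.22 in WT and 1.07 in IκBα-dn mice at 3 weeks (11 and 11 of 26 called, 19 and 21 when adjusted over the list alone; adjusted p = 0.0396 and 0.0393 with an estimated correlation). Proliferation genes had medians of 1.03 and 1.26 at 3 days (12 and 21 of 29 called; adjusted p = 0.164 and 0.0852 with an estimated correlation). Among single genes, Ch25h, an enzyme that oxidises cholesterol, rose by 5.18 from naive to 6 weeks in IκBα-dn mice (SE 0.89), and Clec7a, a receptor of activated microglia, by 3.98 in WT mice (SE 0.72, a call lost in 5 of 17 alternatives).

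Cholesterol synthesis genes had negative medians against naive at 6 weeks, −0.46 in WT mice (4 of 20 lower, 13 when adjusted over the list alone; adjusted p = 0.0369 with an estimated correlation) and −0.60 in IκBα-dn mice (14 lower, 15 when adjusted over the list alone; adjusted p = 0.137 with an estimated correlation). Idi1 fell by 1.19 in WT mice (SE 0.24, a call lost in 12 of 17 alternatives, without any 1 of the 6 mice among them) and Nsdhl fell by 1.68 in IκBα-dn mice (SE 0.15). Oligodendrocyte and myelin genes had medians of −0.25 in WT mice (adjusted p = 0.0369 with an estimated correlation) and −0.18 in IκBα-dn mice (adjusted p = 0.364 with an estimated correlation). Neuron genes had −0.21 and −0.50 (adjusted p = 0.0369 and 0.0487 with an estimated correlation).

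Tnfrsf1b, which encodes TNFR2, was higher in IκBα-dn than in WT mice at 6 weeks by 0.74 (SE 0.21, adjusted p = 0.0216), with 9 of 11 probes called, and its call was lost in 6 of 19 alternatives. Against naive it stood at 0.79 in WT (SE 0.25, adjusted p = 0.196) and 1.42 in IκBα-dn mice (SE 0.24, adjusted p = 0.000374), and the test of the difference between these gave 0.63 (SE 0.29, adjusted p = 0.216). Tgfb1 was higher by 0.89 (SE 0.21, adjusted p = 0.00780) on 10 of 10 probes, with the call lost in 3 of 19. Tnfrsf1a (0.38, SE 0.22, adjusted p = 0.269), Gfap (0.57, SE 0.29, adjusted p = 0.196, 0 of 12 probes called), Ccl2 (0.80, SE 0.35, adjusted p = 0.128) and Cxcl10 (0.91, SE 0.52, adjusted p = 0.258) did not pass. Foxc2 rose from naive to 6 weeks in IκBα-dn mice by 3.76 (SE 0.80, adjusted p = 0.00206).

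The other lists at 6 weeks in IκBα-dn against WT mice were as follows. Of 24 oligodendrocyte and myelin genes, 3 were higher and 1 lower (5 and 1 when adjusted over the list alone; camera adjusted p = 0.229), with Mog at −0.77 (SE 0.17, call lost in 5 of 19 alternatives) and Ermn at 0.44 (SE 0.11, lost in 6). Of 14 precursor genes, 3 were higher (3 when adjusted over the list alone; median 0.14, adjusted p = 0.532), among them Ptprz1 (0.82, SE 0.16), which reverses to −0.095 with the mean of its probes. Of 19 astrocyte genes, 1 was higher, Sox9 (0.54, SE 0.16, call lost in 9 of 19), and 1 lower, Ppp1r3c (−0.59, SE 0.12, lost in 3, and −0.25 with the mean of its probes) (1 and 1 when adjusted over the list alone), with a median of −0.04, a mean of 0.01 and a camera test downward (adjusted p = 0.699). Of 19 reactive astrocyte genes, 2 were higher, Cd44 (1.17, SE 0.26, call lost in 2 of 19) and Cp (0.79, SE 0.26, lost in 9, and 0.48 without IκBα-dn mouse 2) (1 when adjusted over the list alone; median 0.40, adjusted p = 0.00316, and adjusted p = 0.497 with an estimated correlation). Of 26 interferon genes, 3 were higher (3 when adjusted over the list alone; median 0.17, adjusted p = 0.105). Of 14 neutrophil genes, 3 were higher and 1 lower (6 and 1 when adjusted over the list alone; median 0.51, adjusted p = 0.0822). Of 20 cholesterol synthesis genes, 3 were lower (3 when adjusted over the list alone; median −0.04, adjusted p = 0.225). Of 17 ependymal genes, 3 were higher and 2 lower (3 and 2 when adjusted over the list alone; median 0.05, adjusted p = 0.532). Of 6 blood genes, 2 were higher (2 when adjusted over the list alone; median 0.34, adjusted p = 0.372). Of 18 muscle genes, 1 was higher and 1 lower (1 and 1 when adjusted over the list alone; median 0.09, adjusted p = 0.640). Of 17 immediate early and heat shock genes, 1 was higher and 1 lower (1 and 1 when adjusted over the list alone; median 0.14, adjusted p = 0.372).

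For the comparisons with naive, regroupings of the mice gave a highest other count of 413 against the real 822 in WT mice at 3 days, and 0 against 313 at 6 weeks. In IκBα-dn mice it was 0 against 2731 at 3 days, 0 against 269 at 3 weeks and 0 against 11141 at 6 weeks. In each case the real grouping was the 1 of 10 with a count as large, and 10 are too few for a share under 0.05. Several counts rest on single mice. The 822 became 0 without WT mouse 1 of 3 days or naive WT mouse 1, 1 without WT mouse 3 of 3 days, 2 without naive WT mouse 3 and 2799 without WT mouse 2 of 3 days. The 269 became 0, 71 and 32 without IκBα-dn mice 1, 2 and 3 of 3 weeks, and 159, 0 and 5 without naive IκBα-dn mice 1, 2 and 3. The 2731 became 1814 without IκBα-dn mouse 2 of 3 days, and 1515 and 1435 without naive IκBα-dn mice 2 and 3.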
